# Microenvironmental sensing by fibroblasts controls macrophage population size

**DOI:** 10.1073/pnas.2205360119

**Published:** 2022-08-05

**Authors:** Xu Zhou, Ruth A. Franklin, Miri Adler, Trevor S. Carter, Emily Condiff, Taylor S. Adams, Scott D. Pope, Naomi H. Philip, Matthew L. Meizlish, Naftali Kaminski, Ruslan Medzhitov

**Keywords:** macrophage, fibroblast, growth factor

## Abstract

Animal tissues comprise diverse cell types. However, the mechanisms controlling the number of each cell type within tissue compartments remain poorly understood. Here, we report that different cell types utilize distinct strategies to control population numbers. Proliferation of fibroblasts, stromal cells important for tissue integrity, is limited by space availability. In contrast, proliferation of macrophages, innate immune cells involved in defense, repair, and homeostasis, is constrained by growth factor availability. Examination of density-dependent gene expression in fibroblasts revealed that Hippo and TGF-β target genes are both regulated by cell density. We found YAP1, the transcriptional coactivator of the Hippo signaling pathway, directly regulates expression of *Csf1*, the lineage-specific growth factor for macrophages, through an enhancer of *Csf1* that is specifically active in fibroblasts. Activation of YAP1 in fibroblasts elevates *Csf1* expression and is sufficient to increase the number of macrophages at steady state. Our data also suggest that expression programs in fibroblasts that change with density may result from sensing of mechanical force through actin-dependent mechanisms. Altogether, we demonstrate that two different modes of population control are connected and coordinated to regulate cell numbers of distinct cell types. Sensing of the tissue environment may serve as a general strategy to control tissue composition.

## Significance

Collections of distinct cell types constitute animal tissues. To perform their unique functions, each cell type must exist in the correct number and proportion in a given tissue compartment. However, many of the mechanisms regulating and coordinating cell population sizes remain enigmatic. Our study characterizes two different modes of population size control, utilized by two ubiquitous cell types, macrophages and fibroblasts. Macrophage populations are more sensitive to the presence of growth factors in the environment and fibroblasts are more sensitive to space limitations. Intriguingly, space-sensing mechanisms in fibroblasts directly control the production of growth factor for macrophages and thus macrophage numbers. This link suggests a mechanism by which macrophage compartment size is controlled by stromal cells according to the microenvironment.

Animal tissues consist of multiple cell types present in appropriate numbers and ratios (1). Each cell type requires a specific growth factor for survival and proliferation, and therefore local availability of growth factors can control cell numbers within tissue compartments (2). However, growth factors alone are often insufficient to determine tissue compartment size (3). In fact, the maximum population size that can be supported in a particular environment (the carrying capacity of the environment) is determined by any limiting factor of that environment, such as space, nutrients, and oxygen levels (4). The interplay between growth factor availability and the carrying capacity of tissue environment in defining compartment size is not well understood. In particular, it is not well known how the numbers of different cell types within tissue compartments are maintained and coordinated (5). Factors that control compartment size, and ultimately tissue and organ size, generally fall into two categories (Fig. 1*A*).

**Fig. 1.**
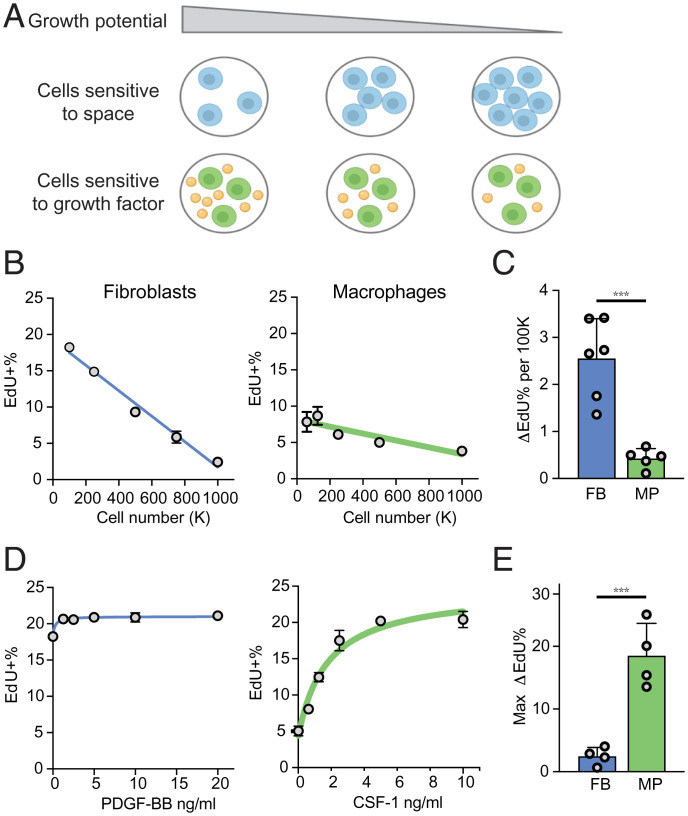
Fibroblasts and macrophages use two distinct mechanisms to control cell numbers. (*A*) Two proposed mechanisms of cell number control in a given tissue compartment. Orange spheres represent growth factors. (*B*) Proliferation of BMDMs and MEFs, measured as the percentage of EdU^+^ cells after 2 h of EdU labeling, following overnight culture at the indicated densities. (*C*) Cell density-dependent proliferation, estimated based on the linear fit of density-dependent growth as in *B* and quantified as the differential proliferation per 100,000 cells. Each dot represents an independent experiment. (*D*) Proliferation of BMDMs and MEFs stimulated with recombinant CSF-1 or PDGF-BB, respectively, measured as the percentage of EdU^+^ cells after 2 h of EdU labeling, cultured at the indicated growth factor concentration overnight. (*E*) Growth factor-dependent proliferation, quantified as the maximum change of EdU^+^ cells with the addition of growth factors **P < 0.001, t-test.

First, compartment size can be controlled by the tissue microenvironment (6). One of the best understood examples is space availability, which is sensed through mechanical properties of the environment, including physical contact with the extracellular matrix (ECM) or neighboring cells (7–10). In this scenario, cells proliferate until available space is used up, at which point cell–ECM or cell–cell contacts suppress further cell division to reach a maximal cell number in a given environment. This space-dependent constraint can be sensed by signaling pathways, such as the Hippo signaling pathway (11–13) and mechanosensitive G protein-coupled receptors (14), and is reflected in an in vitro phenomenon of “contact inhibition” of growth (15). However, mechanosensing of space availability is not a usable strategy for some cell types, including hematopoietic cells, which are not constrained by space. Thus, a second strategy to control compartment size is through the availability of lineage-specific growth factors (2). Indeed, the numbers of naïve and memory T cells is maintained by interleukin (IL)-7 (16, 17) and the number of macrophages is limited by CSF1 (18–20). In these examples, the cell numbers depend on the local availability of appropriate growth factors, and therefore population size in a tissue compartment is limited by growth factor availability rather than space availability (21). According to this paradigm, if cell numbers are above or below the level that can be supported by available growth factors, cells will either die or proliferate, respectively, until they reach steady state (2).

Although for a given cell type either space or growth factor availability can be the dominant factor controlling cell numbers, any factor required for cell proliferation can impose a limit on population size. Thus, even growth of cell types normally restricted by space availability can become dependent on growth factor availability if the growth factor rather than space becomes a limiting factor. Indeed, some cell types can be limited by either space or growth factor availability, depending on the circumstances. For example, proliferation of hepatocytes is inhibited by Hippo-YAP signaling (22–24) while also regulated by hepatic growth factors (25). Intestinal epithelial cells are sensitive to mechanical forces sensed by PIEZO1 (14) and are also dependent on several growth factors, such as EGF and WNTs (26). Furthermore, different cell types within the same tissue compartment may employ different strategies to control each of their population numbers. It is unclear how cells using these two strategies coordinate their numbers within tissues. Since tissues are made up of multiple cell types, it is unknown whether sensing of environmental cues in one cell type would influence the population size of another cell type. Addressing these questions will be important for understanding of how different types of cells collectively constitute an organized and functional tissue.

Within tissues, growth factor for one cell type is typically produced by another cell type as a paracrine signal. Previously, we found that macrophages and fibroblasts, two cell types present in most mammalian tissues (20, 27), exchange growth factor signals PDGFB and CSF1 in vitro (18). This reciprocal communication through growth factors supports stable population ratios of these two cell types (18, 21, 28, 29). Similar paracrine production of CSF1 by fibroblasts for macrophages has been demonstrated in vivo in liver (30) and spleen (31). Here, we examined how different cell number control mechanisms apply to these two cell types, and found that at steady state, fibroblast proliferation is constrained by space availability, while macrophage proliferation is dependent on growth factor availability. Moreover, we found that sensing space availability in fibroblasts through YAP1 directly controls expression of the macrophage-specific growth factor CSF1. YAP1 activity in fibroblasts controls the absolute number of macrophages, as well as the ratios between these two cell types. We propose that the two strategies of cell number control, by space and growth factor availability, are inherently linked through the regulation of paracrine growth factor signals. This mechanism may provide a simple solution for automatically adjusting cell numbers and ratios within tissues.

## Results

### Fibroblasts and Macrophages Employ Different Modes of Compartment Size Control.

We previously observed that proliferation of fibroblasts, but not macrophages, is constrained by space availability: even in the presence of growth signals, space constraints set the carrying capacity of fibroblasts in vitro (18). We thus hypothesized that fibroblasts and macrophages may control cell numbers using different strategies. First, we formally examined whether fibroblast proliferation is more sensitive to space constraint, by measuring proliferation rates of bone marrow-derived macrophages (BMDMs, prototypical macrophages) and mouse embryonic fibroblasts (MEFs, prototypical fibroblasts) at different cell densities. The thymidine analog EdU is incorporated into newly synthesized DNA during S phase, allowing proliferating cells to be identified. The percentage of EdU^+^ cells in a short time window (2 h) was thus used as a proxy for the proliferation rate. Proliferation of fibroblasts was more density-dependent compared to proliferation of macrophages (Fig. 1 *B* and *C*). Second, we tested how growth rates of macrophages and fibroblasts depend on growth factor availability. We titrated the amounts of CSF1 for macrophages and PDGFB for fibroblasts and observed that addition of growth factors had a larger impact on proliferation of macrophages compared to fibroblasts (Fig. 1 *D* and *E*). Interestingly, even though proliferation of fibroblasts requires growth factors, in all conditions we have examined, space constraints regulate proliferation of fibroblasts almost five times more than the addition of growth factors; in contrast, growth factors influence proliferation of macrophages about five times more than changes in cell density. These data demonstrate two modes of compartment size control used by different cell types: responsiveness to environmental limitations, such as space availability, as observed for fibroblasts, and responsiveness to growth factor availability, as observed for macrophages.

These findings raise a question: If different cell types employ these distinct strategies to control their cell numbers, how is sensing of the environment and production of growth factors coordinated to achieve appropriate cellular composition of tissues? In a previous study, we found that macrophages and fibroblasts interact in a stable circuit via cell–cell contact and production of growth factors (18). While growth factors are required to maintain both populations, the stable number of fibroblasts is determined by space as the limiting factor. We thus hypothesized that these two distinct modes of population control do not operate independently, but rather are coupled and coordinated, to control cell numbers within tissues. Specifically, we hypothesized that sensing of space availability by fibroblasts is translated into growth factor production for macrophages, thereby adjusting cell numbers controlled by these two mechanisms.

### Fibroblasts Display Density-Dependent Gene-Expression Programs.

To test this hypothesis, we first evaluated cell density-dependent gene expression in fibroblasts. RNA sequencing (RNA-seq) was performed on fibroblasts at four cell densities, using two batches of separately isolated primary fibroblasts. The highest cell density is close to the theoretical carrying capacity estimated previously (highly confluent) (18), and the lowest cell density is close to the threshold at which fibroblasts cannot survive in monoculture (sparse). At each cell density, gene expression of biological replicates is highly correlated (*SI Appendix*, Fig. S1*A*). To select bona fide density-dependent genes, we determined differentially expressed genes, taking into account biological variation, and developed an automated algorithm to identify the genes with consistent expression changes across two datasets (*Materials and Methods* and *SI Appendix*, Fig. S1 *B* and *C*). In total, we found 1,826 genes to be highly expressed (transcripts per million [TPM] > 2) and significantly regulated by cell density in fibroblasts. Using unsupervised K-mean clustering, these genes were grouped into seven groups with distinct patterns of gene expression (Fig. 2*A*). Three clusters were up-regulated at low cell density (L1 to L3), and four clusters were up-regulated at high cell density (H1 to H4). L1 and H1 contained genes that are the most differentially regulated.

**Fig. 2.**
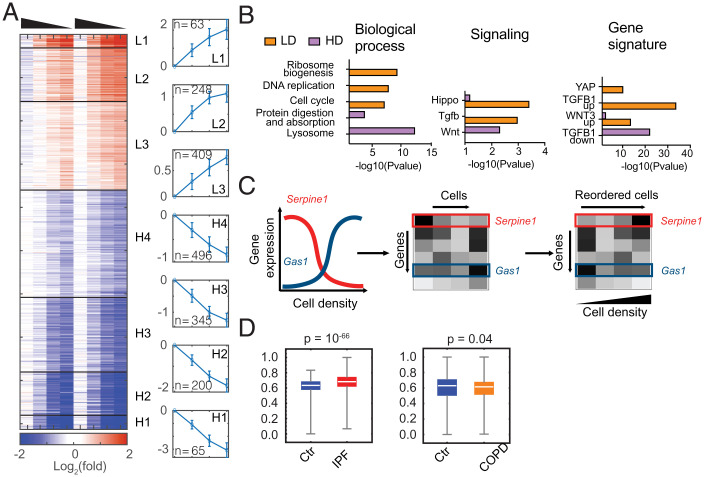
Fibroblasts exhibit density-dependent gene expression. (*A*) Heatmap showing relative expression of density-dependent genes in MEFs from two sets of biological replicates. Gene expression (TPM) is normalized to the average of two replicates at 10K density and shown after log_2_ transformation. Genes are clustered into seven groups using unsupervised K-mean clustering, organized from the most induced at low density to the most induced at high cell density. The average log_2_ fold-change of each cluster and the number of genes is shown on the right. Density of cells is indicated by the triangle above the heatmap, high to low. (*B*) Functional enrichment analyses of biological processes, Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathways, and molecular signatures for genes induced in low density (LD) or high density (HD). (*C*) Using landmark genes that are density-dependent, cells in single-cell gene-expression data can be reordered along a pseudo density axis to find new density-dependent gene programs. (*D*) Violin plots showing the distribution of calculated cell density scores for single-cell RNA-seq of human fibroblasts extracted from IPF+control and COPD+control groups.

To understand the functions of the density-dependent expression programs, we performed enrichment analysis for these clusters independently and in combination. Genes induced at low cell density are enriched for ribosome biogenesis, cell cycle, DNA replication, and purine and pyrimidine metabolism, consistent with higher anabolic activity of proliferating cells at low cell density. In contrast, genes up-regulated at high cell density are enriched for genes associated with lysosomal function, ECM, and protein digestion and absorption (Fig. 2*B* and *SI Appendix*, Fig. S1*D*). Signaling pathways, including MAP kinase signaling, Hippo-YAP signaling, TGF-β signaling, Ras, vascular endothelial growth factor (VEGF), tumor necrosis factor (TNF), and IL-17 signaling pathways are significantly enriched at low cell density, and the Wnt signaling pathway is enriched at high cell density (Fig. 2*B* and *SI Appendix*, Fig. S1*E*). To further test if these signaling pathways may regulate the cell density-dependent expression programs, we examined the enrichment of gene-expression signatures curated in the Molecular Signature database among density-dependent clusters (32, 33). Hippo-YAP, TGF-β, and Wnt activation demonstrate the strongest enrichment for genes induced at low cell density, and genes repressed by TGF-β show the strongest enrichment at high cell density (Fig. 2*B* and *SI Appendix*, Fig. S1*F*). Overall, functional enrichment analysis revealed that Hippo-YAP and TGF-β signaling pathways are most highly correlated with density-dependent gene expression.

Space limitation in vitro in tissue culture dishes is distinct from space limitation within tissues due to the complexity of tissue microenvironment (34). We sought to test if the density-dependent expression programs we identified in vitro suggest similar mechanisms of cell density-sensing in physiological or pathological conditions. Fibrosis is characterized by excessive fibroblast proliferation (35). Recently, single-cell data of lung fibrosis samples from humans have become available (36). Inspired by previous work that reconstructed the spatial environment of single cells based on gradient expression (37, 38), we developed a computational algorithm to estimate “cell density” for individual cells based on their relative expression of density-dependent genes (Fig. 2*C*). This allowed us to compare the predicted cell density of fibroblasts between healthy individuals and patients with idiopathic pulmonary fibrosis (IPF) or chronic obstructive pulmonary disease (COPD) (39). Intriguingly, fibroblasts isolated from IPF patients display an increased tendency for high cell density (Fig. 2*D* and *SI Appendix*, Fig. S2*A*), consistent with the known invasive expansion of myofibroblasts (40). On the other hand, fibroblasts from COPD patients seem to be largely similar to healthy individuals (Fig. 2*D* and *SI Appendix*, Fig. S2*B*). These results suggest that the density-dependent expression programs identified in vitro may represent changes in fibroblasts that occur during fibrotic disease.

### Space Availability Modulates the Hippo-YAP and TGF-β Signaling Pathways.

The Hippo signaling pathway can be activated by diverse cellular and environmental signals and converges on a pair of homologous transcription factors YAP1 and TAZ (41). When appropriate environmental signals are present, such as cell–cell contact, YAP1 is excluded from the nucleus and either sequestered or degraded. When Hippo signaling is off, YAP1 translocates into the nucleus, where it forms a complex with the TEAD family DNA-binding transcription factors to regulate target gene expression. TGF-β signaling is activated by TGF-β family members, often bound to ECM in a latent form, that become activated through protease, integrin, or other processing events (42). Activation of TGF-β receptors leads to phosphorylation of receptor-regulated SMADs (R-SMADs), particularly SMAD2 and SMAD3. Phosphorylated R-SMADs translocate into the nucleus, forming a complex with SMAD4 to regulate target gene expression (43).

We found that both TEAD and SMAD binding sequence motifs are significantly enriched in the promoters of genes up-regulated at low cell density (Fig. 3*A*), while only SMAD binding motifs are enriched for genes induced at high cell density (Fig. 3*A*). SMAD proteins can act as both transcriptional activators and repressors (44). Distinct SMAD motifs enriched among the genes induced at either high or low densities suggest that cooperation with other transcriptional coactivators or corepressors may determine density-dependent activation or repression in addition to TGF-β signaling.

**Fig. 3.**
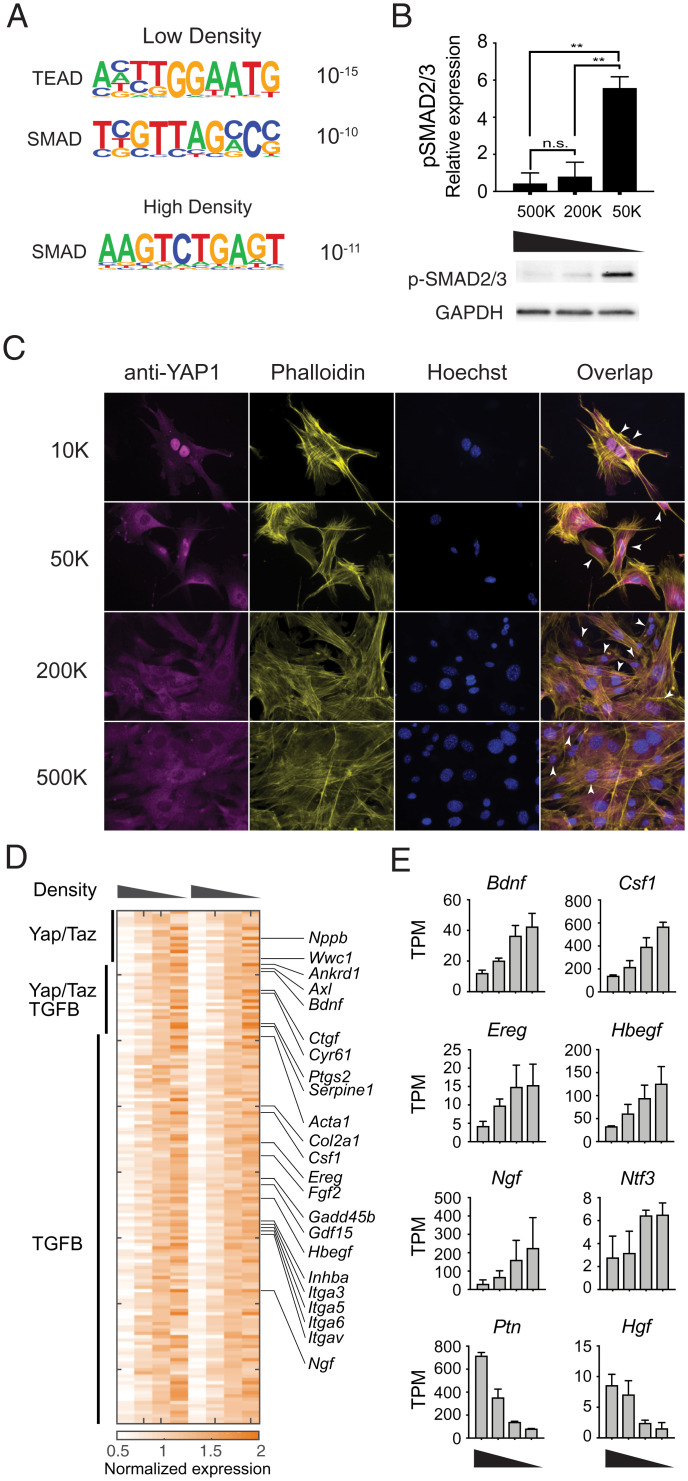
YAP1 and SMADs are activated in a density-dependent manner in fibroblasts. (*A*) Significantly enriched transcription factor binding motifs in genes induced at low or high density. (*B*) Phosphorylation of SMAD2/3 at different cell densities. (*Upper*) Quantification of phospho-Smad2/3 Western blot staining, normalized to GAPDH staining of the same sample, from three independent experiments. (*Lower*) Representative image of phospho-Smad2/3 and GAPDH Western blots. (*C*) Representative immunofluorescent images showing YAP1 localization in MEFs cultured at the specified cell densities overnight. Arrowheads denote examples of nuclear localization of YAP1. (*D*) Heatmap showing annotated targets of Hippo-YAP signaling and TGF-β signaling pathways at different cell densities. (*E*) Expression of representative growth factors significantly regulated by density (high to low density) **P < 0.01, t-test.

Next, we wanted to confirm whether the activities of the Hippo-YAP and TGF-β signaling pathways are regulated by cell density. Significantly increased phosphorylation of SMAD2/3 was observed at low cell density, suggesting that activation of SMAD proteins contribute to the observed density-dependent transcription programs (Fig. 3*B* and *SI Appendix*, Fig. S3*A*). To examine the role of Hippo-YAP signaling in density-dependent gene expression programs, nuclear localization of YAP1 was used to infer activity of the Hippo-YAP pathway. As expected, YAP1 is localized to the nucleus at low cell density. As cell density increases, YAP1 is gradually excluded from the nucleus, as indicated by the decrease in nuclear staining (Fig. 3*C*). Collectively, these data demonstrate that the activity of both TGF-β signaling and Hippo-YAP signaling are regulated in fibroblasts in a cell density-dependent manner, in response to space limitation. Indeed, several genes that are known to be directly controlled by YAP1/TAZ and SMAD proteins display density-dependent gene expression in fibroblasts. These genes include YAP1/TAZ targets—such as *Nppb*, *Akred1*, *Bdnf*, *Ctgf*, and *Cyr61*—as well as TGF-β target genes, such as *Serpine1*, *Acta1*, *Col2a1*, *Hbegf*, and *Ngf* (Fig. 3*D*).

### YAP1 and TGF-β Signaling Control Expression of Different Growth Factors in Response to Space Limitation.

Within the group of genes regulated by space limitation, we observed several growth factors specific for different cell lineages (*SI Appendix*, Fig. S3*B*). For example, neurotrophic growth factors (*Bdnf*, *Ngf*, *Nif3*, *Ptn*), epidermal growth factors (*Ereg*, *Hbegf*), hepatocyte growth factor *Hgf*, and myeloid growth factor *Csf1*, all show density-dependent expression patterns (Fig. 3*E*). In addition, we found that chemokine genes—including *Ccl8*, *Cxcl14* and *Cxcl15*, and the cytokine gene *Il33*—are differentially regulated by cell density (*SI Appendix*, Fig. S3*C*). In particular, the expression of *Csf1* was inversely related to fibroblast density, suggesting that density sensing by fibroblasts is coupled with *Csf1* production for macrophages (18).

To examine which pathway controls the expression of *Csf1* in fibroblasts, we tested whether activation of YAP1, TGF-β, or Wnt signaling is sufficient to regulate *Csf1* expression. Recombinant TGF-β or WNT3A do not induce the expression of *Csf1* at the mRNA level (Fig. 4*A*). However, *Hbegf* and *Ctgf* are induced by TGF-β, and to a lesser degree by WNT3A (*SI Appendix*, Fig. S3*D*). Next, we tested if activation of YAP1 can control *Csf1* expression. To activate YAP1 in primary fibroblasts, we used a previously established genetic model with constitutively active YAP1 (24). A mutation from Serine to Alanine prevents phosphorylation at residue 112 of YAP1 and results in constitutive nuclear localization. Overexpression of a similar mutant in the murine liver causes an increase in liver size, consistent with the known role of YAP1 in organ size control (45). In our model, *Yap1^S112A^-IRES-GFP* is expressed at the *Rosa26* locus, downstream of a floxed transcriptional STOP cassette. After introducing murine stem cell virus (MSCV) containing Cre recombinase, primary fibroblasts carrying the *Yap1^S112A^* allele express constitutively active YAP1 (referred to as YAP1^CA^). We found that the expression of *Csf1* is significantly elevated in these cells, in comparison to primary fibroblasts transduced with MSCV carrying GFP alone (Fig. 4*A*).

**Fig. 4.**
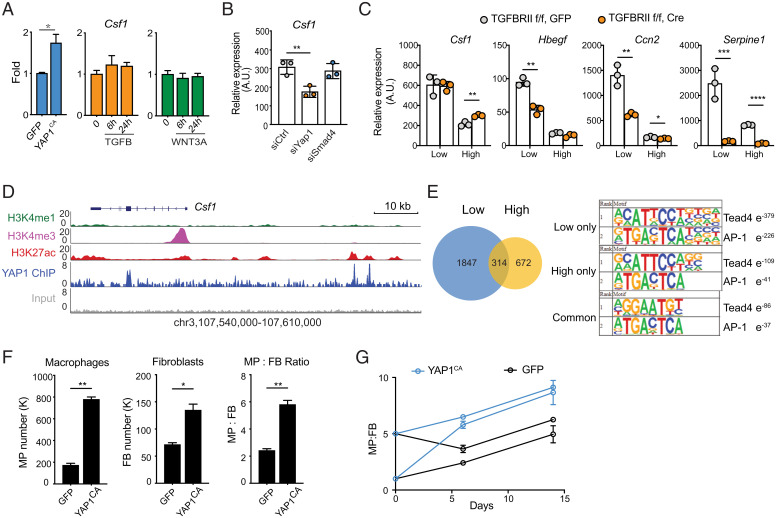
YAP1-dependent regulation of *Csf1* in fibroblasts controls macrophage numbers. (*A*) *Csf1* expression in MEFs carrying Yap^CA^ (*Left*), or treated with recombinant TGF-β (*Center*) or WNT3A (*Right*). MEFs were isolated from YapKI^fl/fl^ mice and then transduced with lentivirus carrying GFP or Cre-GFP (constitutively-active, YAP^CA^). (*B*) *Csf1* expression in MEFs 3 d after transfection with siRNAs targeting *Yap1*, *Smad4*, or scrambled control siRNA (siCTRL). (*C*) Expression of selected genes in wild-type and *Tgfbr2* knockout (KO) MEFs cultured at low or high density. Wild-type and *Tgfbr2* KO MEFs are generated by viral transduction of *Tgfbr2*^fl/fl^ MEFs with GFP or Cre-GFP vectors, respectively. (*D*) Genomic tracks displaying ChIP-seq occupancy of histone modifications (H3K27ac, H3K4me1, and H3K4me3) and endogenous YAP1 binding at the *Csf1* gene locus in MEFs. (*E*) Venn diagram showing the number of YAP1 binding peaks at low and high cell densities determined by ChIP-seq. The top ranked enrichment of transcription factor motifs is shown for peaks at high, low, or both cell densities. (*F* and *G*) Wild-type (GFP) and Yap^CA^ MEFs were plated together with WT BMDMs. Their numbers and ratios were determined by flow cytometry 6 d after coculture (*F*). BMDMs and MEFs were plated at different starting ratios and quantified at days 6 and 14 (*G*) *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

These data suggest that *Csf1* is induced by the activation of YAP1, but not TGF-β or Wnt signaling. However, overexpression of a constitutively active transcription factor may not faithfully reflect the role of endogenous YAP1 in response to space limitation. Therefore, we used small-interfering RNA (siRNA) knockdown to validate the functions of endogenous YAP1. Indeed, knocking down *Yap1* reduced *Csf1* expression by approximately twofold, similar to the difference between low and high cell densities, while knockdown of *Smad4*, the central transcription factor in TGF-β signaling, had minimal effects (Fig. 4*B*). Conversely, siRNA knockdown of *NF2*, an upstream suppressor of YAP1/TAZ, resulted in increased *Csf1* expression (*SI Appendix*, Fig. S3*E*). These data demonstrate that activation of endogenous YAP1 is necessary and sufficient to control *Csf1*. Both YAP1 and TAZ are transcriptional activators downstream of Hippo-YAP signaling. They interact with TEAD transcription factors, bind to similar DNA sequence motifs, and are both expressed in fibroblasts (*SI Appendix*, Fig. S3*F*). Furthermore, siRNA against *Wwrt1* (the gene encoding TAZ protein) had a partial effect on *Csf1* expression but targeting *Wwrt1* and *Yap1* simultaneously had no additive effect compared to targeting *Yap1* alone (*SI Appendix*, Fig. S3*E*). This suggests that YAP1 is the primary transcriptional activator controlling *Csf1* expression. However, it is worth noting that YAP1 and TAZ have differential effects on controlling the expression of other genes. These results are not due to differences in siRNA targeting efficiency, as 90% knockdown was achieved for all targets at the level of mRNA expression (*SI Appendix*, Fig. S3*G*). Finally, using *YAP1^CA^* fibroblasts, we compared gene expression of a subset of density-dependent growth factors to WT fibroblasts and identified additional growth factors regulated by YAP1 activity (*SI Appendix*, Fig. S3*H*). Expression of these growth factors also depends on endogenous levels of YAP1, as siRNA knockdown of *Yap1* reduces their expression (*SI Appendix*, Fig. S3*I*).

To further evaluate the TGF-β pathway in density-dependent growth factor expression, we used genetic and pharmacological targeting strategies. To genetically target TGF-β signaling, we isolated fibroblasts from *Tgfbr2*^fl/fl^ mice (46), transduced them with either Cre-GFP or GFP viral vectors, and sorted them for GFP-positivity to indicate successful transduction. In these cells deficient for TGFBR2, the main signaling receptor for TGF-β family ligands, expression of *Csf1* was unaffected (Fig. 4*C*). In contrast, *Hbegf*, *Ctgf*, and *Serpine1*, genes regulated by cell density and TGF-β signaling, were significantly reduced or entirely abolished (Fig. 4*C*). Pharmacological inhibition of the TGF-β receptor achieved similar results (*SI Appendix*, Fig. S3*J*). Using both genetic and pharmacological approaches, we demonstrated that signaling through TGFBR2 is responsible for density-dependent regulation of a subset of growth factors, including *Hbegf* and *Ctgf*. In contrast, the expression of *Csf1* was found to be controlled by YAP1, independent of TGF-β signaling.

### YAP1 Regulates the Expression of *Csf1* via a Conserved Distal Enhancer.

We next asked how the Hippo pathway regulates *Csf1* expression. *Csf1* is not known to be a YAP1 target gene and its promoter lacks a binding sequence for TEAD transcription factors. We speculated that YAP1 may regulate the expression of *Csf1* through distal regulatory elements. To test this hypothesis, we performed chromatin immunoprecipitation-sequencing (ChIP-seq) of endogenous YAP1 proteins in fibroblasts and discovered two distinct binding sites at 33 and 36 kb upstream of the *Csf1* transcription start site (Fig. 4*D*). Analysis of histone modifications from the mouse ENCODE project (47, 48) indicated that both YAP1 binding peaks are within regions that are enriched for H3K27ac but lack H3K4me1 and H3K4me3 marks, suggesting that YAP1 physically occupies two active distal enhancers of *Csf1* (Fig. 4*D*). On the other hand, we observed SMAD3 binding coincident with H3K27Ac at the *Hbegf* locus in fibroblasts (49), supporting both published data and our observations that *Hbegf* is induced downstream of TGF-β (*SI Appendix*, Fig. S4*A*). At the global level, we observed approximately three times more YAP1 binding events at low density compared to YAP1 binding events at high density (Fig. 4*E*). Both TEAD4 and AP-1 motifs were identified as highly enriched in YAP1 peaks, yet this enrichment was more robust at low density (Fig. 4*E*). This is consistent with previous work showing that YAP/TAZ, TEADs, and AP-1 family members cooperate to regulate gene expression (50).

Near the center of the +30-kb YAP1 peak at the *Csf1* gene, we identified two sequences matching the consensus binding motifs of TEADs. Genomic sequence alignment of this region demonstrated high conservation of these sites between a variety of mammalian species, including opossum, dog, rat, rhesus macaque, and human (*SI Appendix*, Fig. S4*B*). These data suggest that the mechanism by which Hippo-YAP signaling regulates *Csf1* expression may be conserved in mammals. Based on H3K27ac data from the human ENCODE project (47, 48), we identified a similar enhancer ∼30 kb upstream of the human *Csf1* gene that contains the conserved TEAD binding sites. Interestingly, the activity of this 30-kb enhancer is cell type-specific, in that the H3K27Ac mark is observed in fibroblasts, but not in endothelial or myeloid cells (*SI Appendix*, Fig. S4*C*). Conversely, an enhancer ∼12 kb upstream of the transcription start site, which has the AP-1 but lacks the TEAD binding motifs, was enriched for H3K27ac in endothelial cells and myeloid cells, but not in fibroblasts (*SI Appendix*, Fig. S4*C*). These data suggest that *Csf1* expression is regulated by cell type-specific enhancers, and that density-dependent control of *Csf1* by YAP1 is a feature of fibroblasts.

### Fibroblasts Produce CSF1 to Support Macrophage Populations.

Production of CSF1 from local tissues is essential for the maintenance, proliferation, and differentiation of tissue-resident macrophages (20, 21). Our previous work has demonstrated that fibroblasts produce CSF1 to support growth and survival of macrophages (18). Similar communication has been observed between fibroblasts and tissue-resident macrophages in vivo (30, 31, 51). These communication circuits are essential to maintain homeostasis of macrophage numbers. By modeling the paracrine communication between macrophages and fibroblasts (28, 52), we predict that changes in the expression of *Csf1* in fibroblasts affect the homeostatic number of macrophages as well as the relative ratio between macrophages and fibroblasts (*SI Appendix*, Fig. S4*D*). To test whether fibroblasts are a physiologically relevant source of CSF1 for macrophages in vivo, we used a genetic model of CSF1-deficiency in PDGFRα^+^ cells, including various fibroblast populations such as hepatic stellate cells. In the livers of PDGFRα^Cre^*Csf1*^fl/fl^ mice, we observed a decrease in macrophage frequency both by flow cytometry and histological analysis (*SI Appendix*, Fig. S4 *E* and *F*). These data demonstrate that fibroblast populations provide an important source of CSF1 for macrophages in vivo.

In order to determine whether YAP1 regulation of *Csf1* expression in fibroblasts can directly control macrophage numbers, we returned to our previously established macrophage-fibroblast in vitro coculture system in combination with YAP1^CA^ fibroblasts. As expected, constitutive activation of YAP1 resulted in an increase in fibroblast numbers, consistent with a role for Hippo-YAP signaling in autonomous control of cell proliferation (Fig. 4*F*). In addition, macrophage numbers, as well as the overall macrophage to fibroblast ratio, significantly increased when YAP1 was active (Fig. 4*F*). With elevated expression of *Csf1*, macrophages and fibroblasts still exhibited a stable ratio regardless of starting conditions (Fig. 4*G*). This feature of stability was consistent with our previous observations and theoretical model prediction. It also demonstrated that YAP1-mediated regulation of *Csf1* is sufficient to control the number of macrophages in a defined compartment.

Like most growth factors, CSF1 acts in the vicinity of its source, thereby affecting both local numbers and spatial arrangement of macrophages (21). We employed an agent-based modeling approach to gain insights into whether density-dependent CSF1 production impacts the spatial distribution of macrophages (*SI Appendix*). The agent-based modeling simulations revealed an intriguing role of density-dependent production of paracrine growth factors in regulating macrophages in space, which may impact the spatial organization of macrophages in complex tissues (*SI Appendix*, Fig. S5).

### Space Limitation Regulates Gene Expression through Actin-Dependent Mechanisms.

The Hippo-YAP and TGF-β pathways are well known to be involved in sensing cellular environment (6, 53). YAP activity can be regulated by mechanical properties and composition of the ECM. TGF-β signaling can be induced by soluble and contact-dependent signals. How these signaling pathways are induced by space availability remains elusive. We first tested whether the density-dependent expression programs in fibroblasts were due to soluble signals or responses to ECM components. We transferred supernatants of low-density cultures to high-density cells, and vice versa, to test whether fibroblasts sense density signals through soluble factors (*SI Appendix*, Fig. S6*A*). We also transferred cells onto decellularized ECM, from low- or high-density cells, to test whether fibroblasts sense density through properties of the ECM (*SI Appendix*, Fig. S6*B*). However, neither supernatant transfer nor ECM “transfer” mimicked the effect of either low- or high-density conditions. Although these experiments do not exclude the role of ECM, they suggest that fibroblasts may sense cell density or space availability through additional, cell-intrinsic mechanisms.

We observed that the average surface area of a cell is smaller at high density than that of a cell at low density (*SI Appendix*, Fig. S6 *C* and *D*). The length and width of nuclei are also smaller at high cell density than at low cell density (*SI Appendix*, Fig. S6 *E* and *F*), while the height or “thickness” of nuclei shows the opposite trend (*SI Appendix*, Fig. S6*G*), and similar nuclear volume is maintained across conditions (*SI Appendix*, Fig. S6*H*). We reasoned that lack of contact with neighboring cells allows expansion of the cell body and thus flattens the nucleus (Fig. 5*A*). To examine the changes in nuclear shape, we quantified the sphericity of nuclei using the ratio between the length and the width (the longest and second longest axes of nuclei, respectively). A spherical nucleus has a ratio close to 1 while a flattened nucleus has a much smaller ratio. Indeed, nuclei in cells at low cell density are significantly less spherical than in cells at high density (Fig. 5*B*), indicating that nuclei at low and high cell densities experience different mechanical pressure.

**Fig. 5.**
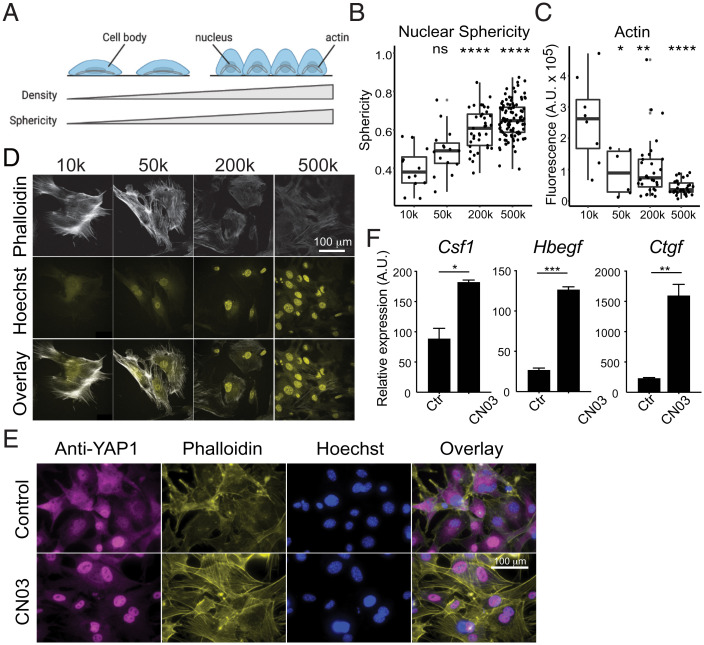
Actin-dependent mechanisms regulate density gene expression. (*A*) Diagram depicting the relationship between increased nuclear sphericity and increased cell density. (*B*) Quantification of nuclear sphericity of MEFs, calculated as the ratio between the length and width of a nucleus. Each point represents an individual nucleus. Six images per density were quantified. (*C*) Confocal images of immunofluorescent staining of actin filaments (phalloidin) in MEFs at different cell densities. (*D*) Quantification of fluorescence intensity of actin staining at different cell densities. Fluorescence intensity of actin inside the cell is corrected by the background. Each data point represents one cell. (*E*) Representative immunofluorescence images of YAP1 localization in MEFs after 4 h treatment with CN03. (*F*) Growth factor expression in MEFs after 4 h treatment with Rho activator (CN03 peptide). Wilcox *t* test. ns, *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Previously, it was reported that stiff matrices promote nucleation of actin fibers that apply pressure to the nucleus, leading to YAP1 nuclear translocation (54, 55). In our experiments, discrete actin fibers were commonly observed at low density (Fig. 5*C*) and displayed higher fluorescent intensity (Fig. 5*D*). We thus tested if formation of actin fibers directly regulates the expression of density-dependent growth factors. CN03, a peptide derived from bacterial deamidase toxins, activates RhoA by locking it into a constitutively active form (56). RhoA then activates Rho activated protein kinase (ROCK), which promotes actin polymerization through LIM kinase and coffilin, and contractility of actin fibers through activation of myosin-light chain kinase and inhibition of myosin-light chain phosphatase (57–59). Following 2 h of treatment with CN03, we observed that actin filaments formed across the length of cells, and that YAP1 was found almost exclusively in the nucleus even at high cell density (Fig. 5*E*). Interestingly, activation of RhoA strongly induced the expression *Csf1* and other YAP1-dependent growth factors, including *Bdnf* and *Ereg* (Fig. 4*F* and *SI Appendix*, Fig. S7*A*), and siRNA knockdown of *Yap1* abolished the RhoA-dependent activation of these genes (*SI Appendix*, Fig. S7*A*).

To further test if actin assembly is responsible for elevated *Csf1* expression when cells grow at low density, we treated low-density cells with either Y27632 (60), a ROCK inhibitor, or Latrunculin A (61), an inhibitor of actin assembly. We found that blocking the formation of actin filaments was sufficient to reduce nuclear localization of YAP1 and expression of *Csf1* (*SI Appendix*, Fig. S7 *B* and *C*). In addition to YAP1-regulated growth factors, two growth factors that are strongly dependent on cell density and TGF-β signaling, *Hbegf* and *Ctgf*, are also activated by RhoA, but independent of YAP1 (Fig. 5*E* and *SI Appendix*, Fig. S7*A*). Indeed, treatment of CN03 triggers significant enrichment of SMAD2/3 in the nucleus, and this localization can be reversed by inhibiting actin assembly with Y27632 (*SI Appendix*, Fig. S7*D*). Both Y27632 and Latrunculin A can reduce the expression of *Ctgf* and *Hbegf* in cells cultured at low density (*SI Appendix*, Fig. S7*B*). Moreover, at the transcriptomic level, density-dependent expression programs are highly enriched for genes that are regulated by Rho signaling (MsigDB, “Berenjeno transformed by RhoA”, *P* < 10^−114^). Altogether, these data demonstrated that the activity of both YAP1 and SMAD can be regulated by actin assembly. Given the distinct change of nuclear shape at different cell densities, these data suggest that sensing space availability may be dependent on RhoA signaling, and that density-dependent expression programs may be controlled through mechanical forces acting on the nucleus.

### Environmental Conditions Regulate Growth Factor Expression.

In ecology, extrinsic environmental factors determine the carrying capacity, or maximum size, of a given population. In a tissue compartment, space is one such limiting factor. We demonstrated that the cell type sensitive to space limitation regulates the expression of growth factors for a cell type that is insensitive to space constraints. A variety of other environmental variables, including nutrient or oxygen levels, could limit the number of cells in a compartment. 

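RNA-seq of mouse embryonic fibroblasts (MEFs) comprised 7 libraries, 1 from untreated control cells and 1 from each of 6 conditions. These were glucose depletion, glutamine depletion and hypoxia at 0.1% oxygen for 10 hours, ER stress from 1 μM thapsigargin for 10 hours, oxidative stress from 10 μM sodium arsenite for 3 hours, and osmotic stress from 100 mM added NaCl for 3 hours. Thapsigargin empties the calcium store of the ER by blocking its pump, and arsenite reacts with cellular thiols. No condition had a replicate, so no difference between conditions could be set against the spread between replicates and no p-value is given. The authors deposited TPM (each transcript's share of a library scaled to a total of 1000000), estimated by Kallisto and summed over the transcripts of each gene, for 49382 genes. The sequencing depth of the libraries is unknown, because TPM keeps no read count. Between 19819 and 21154 genes per library were above 0 TPM. Fold changes against the control were taken as log2(TPM + 1), and a change of more than 2-fold on that scale was counted. This scale understates the change of genes with low expression. The 12909 genes with a mean of at least 2 TPM over the 7 libraries were kept. The paper's text does not name the growth factors it counted, so a list of 120 growth factor genes was compiled by gene family, of which 64 passed the expression filter. The median log2 change over the kept genes was -0.16 in oxidative stress and -0.12 in osmotic stress, and was within 0.1 of 0 in the other 4 conditions.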

We thus screened expression of growth factors in fibroblasts under diverse conditions, including amino acid deprivation, glucose deprivation, and hypoxia. 

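In glutamine depletion, 15 of the 64 growth factors rose and 0 fell by more than 2-fold against the control library. The largest rises were those of Il11, from 2.86 to 46.2 TPM (log2 change 3.61), Pdgfb, from 0.824 to 15.5 TPM (3.18), and Lif, from 9.74 to 89.1 TPM (3.07). Glucose depletion raised 1 growth factor by more than 2-fold, Il11, to 8.61 TPM, and lowered none. In hypoxia 2 growth factors rose and 3 fell. Vegfa went from 78.6 to 275 TPM (log2 change 1.79) and Il34 from 1.82 to 5.71 TPM (1.25). The choice of threshold moved these counts most, and at 1.5-fold 12 growth factors changed in glucose depletion and 27 in glutamine depletion. With 1 library per condition these counts carry no estimate of error.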

Several growth factors were strongly induced or repressed by each condition (Fig. 6*A*). To test if there is a pattern in the control of growth factors, we included additional environmental conditions that may have effects on carrying capacity such as oxidative, osmotic, and endoplasmic reticulum (ER) stress. 

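Oxidative stress raised 14 of the 64 growth factors and lowered 5 by more than 2-fold. With the log2 changes centred on the median of all genes, 14 rose and 1 fell. Il11, Lif and Ereg rose most in oxidative stress, with log2 changes of 2.51, 2.49 and 2.35. ER stress gave more decreases than increases, with 6 growth factors up and 17 down. The largest rise was that of Fgf21, from 0.528 to 19.6 TPM (log2 change 3.75), and the largest falls were those of Wisp2 (-3.24), Tgfb3 (-2.65) and Ogn (-2.59). Osmotic stress raised 4 growth factors and lowered none by more than 2-fold, and after the same centring 7 rose. With a pseudocount of 0.1 TPM in place of 1 TPM, 9 changed in osmotic stress. The growth factor Clcf1 stands on 2 rows of the table with identical values, which is what an even split of reads between 2 annotations of the same gene gives, and it was counted once.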

We analyzed how changes in expression vary among different conditions in comparison to the overall change at the transcriptomic level. 

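Over the 12909 genes with a mean of at least 2 TPM, ER stress changed the most genes by more than 2-fold, 1110 up and 1421 down. Osmotic stress raised 397 and lowered 1131 genes, oxidative stress 508 and 626, glutamine depletion 414 and 414, hypoxia 461 and 341, and glucose depletion 236 and 311. The balance depended on the centring, since 613 genes were up and 413 down in oxidative stress, and 476 up and 319 down in glutamine depletion, after the median of all genes was set to 0. Growth factors were changed more often than genes in general in oxidative stress (29.7% against 8.78%), glutamine depletion (23.4% against 6.41%) and ER stress (35.9% against 19.6%). The order was the same in these conditions under every alternative that gives both shares. In the other 3 conditions it depended on the processing. The shares were 1.56% against 4.24% in glucose depletion, 6.25% against 11.8% in osmotic stress and 7.81% against 6.21% in hypoxia, but 18.8% against 9.70% in glucose depletion at a 1.5-fold threshold, 10.9% against 10.7% in osmotic stress after centring and 1.56% against 3.88% in hypoxia with a pseudocount of 5 TPM. Of the 64 growth factors, 38 are genes of Fig. 6C, which the study picked from these conditions, so the list favours genes that change. The shares of growth factors are therefore no independent test. Of the protein-coding genes, a set chosen after seeing the data, 1.04% changed in glucose depletion. Genes that are not protein-coding made up 12.4% of the genes and 78.4% of those changed in glucose depletion.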

Surprisingly, transcriptional changes of growth factor genes were highly correlated among oxidative stress, ER stress, and glucose and glutamine deprivation (Fig. 6*B*). In contrast, the overall cellular responses to these stress conditions and nutrient limitations showed poor correlation (Fig. 6*B*).

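Across the 64 growth factors, the log2 changes in oxidative stress and glutamine depletion had a Pearson r of 0.817, those in glucose and glutamine depletion 0.683, and those in oxidative stress and glucose depletion 0.513. The r of ER stress was 0.425 with oxidative stress, 0.284 with glutamine depletion and 0.216 with glucose depletion. The mean over these 6 pairs was 0.490, with a 95% bootstrap interval over genes of 0.353 to 0.615. Over the 9 pairs that involve osmotic stress or hypoxia the mean was 0.0977 (-0.0403 to 0.233). These are correlations across genes, which are not independent replicates. Because all changes are taken against 1 control library, the chance values of that library enter both sides of each pair. Unchanged libraries simulated against 1 control gave the growth factors a mean r of 0.498. The simulation gave all libraries the same spread, which fixes this value near 0.5. The SD of the growth factor changes ran from 0.439 in glucose depletion to 1.26 in ER stress, so 0.498 does not measure the control's part in these data. With the second condition of each pair set against the hypoxia library in place of the control, the mean over the 6 pairs was 0.408 (0.258 to 0.55), and with the osmotic stress library, the single alternative that moved it most, it was 0.310. Among 10000 random gene lists of the same size matched on mean expression, the observed mean of the 6 pairs lay at the 76.7 percentile, and the central 95% of the lists ran from 0.132 to 0.672. The mean of the 6 pairs minus that of the other 9 lay at the 99.5 percentile. The mean of the 6 pairs lay at the 98.6 percentile with the hypoxia library and the 96.6 percentile with the osmotic stress library as the second reference. The paper singled out these 6 pairs by the correlation of growth factors in the same data, and 38 of the 64 are genes of Fig. 6C. Random lists had no such choice, so these percentiles favour growth factors and are no independent test.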

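Over all 12909 genes, the mean r of the 6 pairs among oxidative stress, ER stress, glucose depletion and glutamine depletion was 0.414, with pairs from 0.352 to 0.495. The 9 pairs with osmotic stress or hypoxia had a mean of 0.376. Simulated libraries with no change, compared with 1 shared control, gave a mean of 0.500. That value follows from giving all libraries the same spread. It describes libraries without any response and does not measure the part of the shared control in the observed means. With the second condition set against the hypoxia or the osmotic stress library, the mean over the 6 pairs fell to 0.0507 and 0.0235. For the 11305 protein-coding genes, a set chosen after seeing the data, the means against the shared control were 0.362 for the 6 pairs and 0.221 for the other 9, and for the other 1604 genes 0.467 and 0.474.

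**Figure D1:**
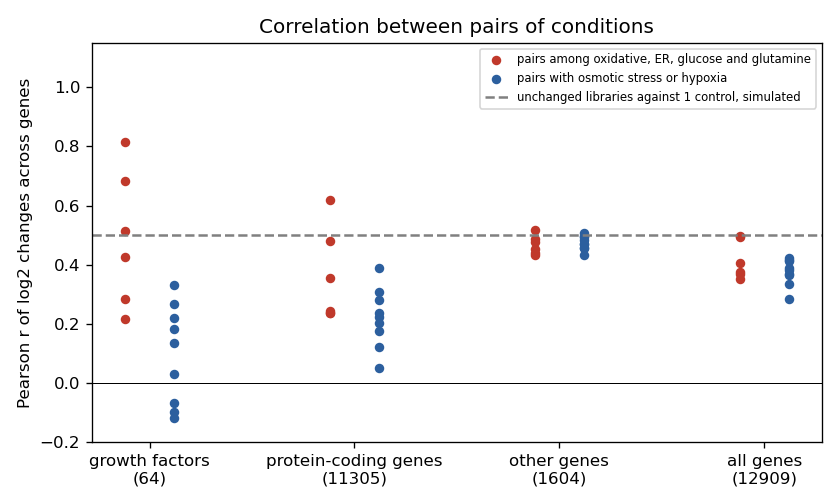
Pearson r of the log2 changes (y axis, no unit) for each of the 15 pairs of conditions, in 4 sets of genes with the number of genes below each (x axis). Red points are the 6 pairs among oxidative stress, ER stress, glucose depletion and glutamine depletion, and blue points the 9 pairs with osmotic stress or hypoxia. The dashed line marks the simulated value for unchanged libraries of equal spread. The red and blue points stand apart most in the growth factors, with means of 0.490 and 0.0977.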

**Fig. 6.**
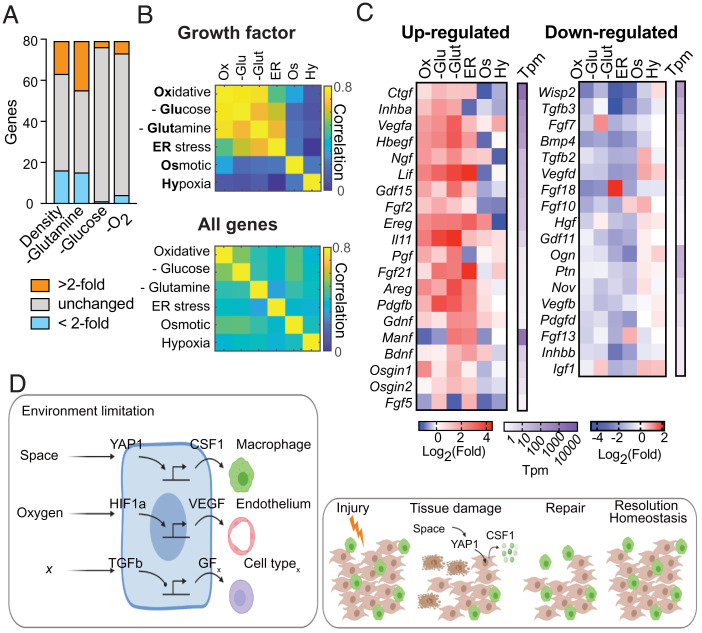
External environment regulates growth factor expression in fibroblasts. (*A*) The number of growth factors differentially regulated in MEFs under different densities and nutrient-depleted conditions. (*B*) Heatmap showing the correlation of growth factor genes or the complete transcriptome among different conditions. (*C*) Heatmap showing expression fold-changes of selected growth factors, grouped as commonly induced or repressed in MEFs at different conditions. (*D*) Sensing of environmental conditions including space and oxygen regulates growth factor production through conserved signaling pathways such as Hippo-YAP (*Left*). These mechanisms may explain how cell loss due to tissue damage is repaired and tissue homeostasis restored (*Right*).

These analyses suggested that a subset of growth factors is regulated by factors of cellular environment. For example, *Ctgf*, *Vegfa*, *Hbegf*, *Lif*, *Gdf15*, *Il11*, and *Areg* are among the growth factors that are commonly induced, while *Bmp4*, *Vegfd*, *Hgf*, and *Pdgfd* are among the growth factors that are commonly repressed under these conditions (Fig. 6*C*). 

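No growth factor of the 64 changed by more than 2-fold in the same direction in all of oxidative stress, ER stress, glucose depletion and glutamine depletion. At a 1.5-fold threshold 1 did. Without a threshold, 11 rose and 13 fell in all 4 conditions, together 37.5%. Simulated unchanged libraries against 1 shared control gave a mean of 26.0 such growth factors, and of 1.11 (0 to 3.52) past 2-fold. The mean of 26.0 follows from giving all libraries the same spread, whatever its size, so it does not test the observed count. The simulation is too wide for counts past a threshold, since it put 13.8% of all genes past 2-fold in each condition, against 4.24% in the glucose depletion library from which its spread was taken. A count of 0 does not set these libraries apart from unchanged ones. Of the 20 genes in the up-regulated panel of Fig. 6C, 13 rose by more than 2-fold in oxidative stress, 12 in glutamine depletion, 6 in ER stress and 1 in glucose depletion. Of the 18 genes in its down-regulated panel, 15 fell by more than 2-fold in ER stress, 3 in oxidative stress, and none in glucose or glutamine depletion.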

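Locations are those of GRCm38. Il11, on chromosome 7 from 4772373 to 4782859, had log2 changes against the control of 2.51 in oxidative stress, 1.32 in glucose depletion, 3.61 in glutamine depletion and 0.47 in ER stress. Lif, on chromosome 11 from 4257557 to 4272514, changed by 2.49 in oxidative stress, 0.86 in glucose depletion, 3.07 in glutamine depletion and 0.84 in ER stress. For Hbegf, on chromosome 18 from 36504927 to 36515805, the values were 2.17 in oxidative stress, 0.69 in glucose depletion, 2.5 in glutamine depletion and 0.44 in ER stress. Vegfa, on chromosome 17 from 46016993 to 46032369, had 2.02 in oxidative stress, 0.39 in glucose depletion, 2.34 in glutamine depletion and 1.10 in ER stress. Ctgf, listed as Ccn2 in newer annotation and lying on chromosome 10 from 24595442 to 24598683, was the most abundant of these genes at 1177 TPM in the control, and changed by 0.74 in oxidative stress, 0.19 in glucose depletion, 1.49 in glutamine depletion and -0.91 in ER stress. Gdf15, on chromosome 8 from 70629393 to 70632456, rose by 1.80 in oxidative stress and 1.23 in ER stress, while its values in glucose and glutamine depletion were -0.61 and -0.27. Areg, on chromosome 5 from 91139599 to 91148432, was at 0.532 TPM in the control, below the pseudocount, and reached 4.93 TPM in oxidative stress, 0.617 in glucose depletion, 3.15 in glutamine depletion and 5.33 in ER stress.
Among the genes in the down-regulated group, Bmp4, on chromosome 14 from 46383520 to 46390669, had log2 changes of -2.07 in oxidative stress, -0.44 in glucose depletion, -0.91 in glutamine depletion and -2.09 in ER stress. Vegfd, on chromosome X from 164373378 to 164402650, was at 27.6 TPM in the control and 6.20 TPM in ER stress (log2 change -1.99), and moved by -0.26, -0.05 and -0.25 in oxidative stress, glucose depletion and glutamine depletion. Pdgfd, on chromosome 9 from 6168584 to 6378850, changed by -2.10 in ER stress and by -0.24, -0.53 and -0.30 in oxidative stress, glucose depletion and glutamine depletion. Hgf, on chromosome 5 from 16553495 to 16620152, changed by -1.44 in ER stress and -0.55 in oxidative stress, against 0.06 in glucose depletion and 0.17 in glutamine depletion. Of the 11 genes, 5 of the 7 named as induced rose and 3 of the 4 named as repressed fell in all 4 conditions. In the absence of replicates, the small changes cannot be told from no change.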

Altogether, these data reveal a central role for environmental sensing by fibroblasts in the control of growth factor production.

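Of the 64 growth factors, 40 changed by more than 2-fold in at least 1 of the 6 conditions and 24 in none. Vegfa and Ereg rose by more than 2-fold in 4 conditions, and 4 growth factors rose in 1 condition and fell in another. Csf1, on chromosome 3 from 107741048 to 107760469, was at 377 TPM in the control library and stayed within 2-fold of it in every condition. Its log2 change was highest in glutamine depletion, 0.76, and lowest in hypoxia, -0.93. From the correlated changes of growth factors among oxidative stress, ER stress and the depletion of glucose and glutamine, set against the overall cellular responses, the paper proposes that a subset of growth factors is controlled by the cellular environment, and states from these data that environmental sensing by fibroblasts has a central role in growth factor production.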

## Discussion

The population sizes of different cell types within a tissue compartment must be tightly regulated to ensure proper tissue functioning, prevent overgrowth, and allow for regeneration and repair (Fig. 6*D*). Two modes of cell number control have been described previously: one is based on space availability, which can be mediated through either cell–cell or cell–ECM contact; the other is based on growth factor availability (2, 7, 15). However, whether these control strategies function independently from each other is not known. Here we demonstrated that fibroblasts and macrophages, two universal cell types within tissues, each use a different strategy to control their numbers. Fibroblast proliferation is more sensitive to the availability of space, while macrophage expansion is highly sensitive to the availability of a growth factor. Moreover, we found that production of the macrophage-specific growth factor CSF1 by fibroblasts was directly regulated by Hippo-YAP signaling in response to space limitation. This coupling between space availability with growth factor production provides a simple link between the two different modes of cell number control (Fig. 6*D*).

The Hippo-YAP pathway is known to regulate cell proliferation, apoptosis, stemness, and differentiation in response to a variety of internal and external signals (11, 12, 24, 41, 45). Therefore, its role in controlling cell density-dependent responses was not unexpected. However, its involvement in the regulation of growth factor expression was intriguing because this pathway has been most commonly described for cell autonomous (or cell-type autonomous) responses. However, in a recent study, YAP was found to not only inhibit pluripotency of stem cells autonomously, but to also induce pluripotency of neighboring cells through production of matrix proteins (62). This work, alongside our findings, suggests that Hippo-YAP1 signaling also has important functions in regulating cell non-autonomous responses to environmental cues through cellular communication. Moreover, we found that changes in cell and nuclear shape that occur in sparse versus dense environments may reflect mechanical pressure of the actin cytoskeleton on the nucleus, which could in turn regulate translocation of YAP1 into the nucleus. Interestingly, we found that manipulation of RhoA signaling and assembly of actin can regulate density-dependent gene expression that is dependent on both YAP1 and SMAD. Recently, it has been shown that pressure on the nucleus regulates cell migration behavior (63, 64). Our work suggests that the nucleus can be a mechanical sensor for cell density and control both cell autonomous and cell non-autonomous proliferation. This is consistent with recent findings demonstrating the role of the cell nucleus in mechanosensing (63–64) (65). While our data suggest that changes in nuclear shape are downstream of cytoskeletal alterations driving YAP1, this connection may involve a combination of physical inputs and not changes in nuclear shape alone (66). Additional work will be necessary to assess the direct link between changes in nuclear shape and YAP1 activity.

Signaling pathways that sense tissue microenvironment are often not specific to a particular cell type. For example, epithelial cells, fibroblasts, stem cells, and hepatocytes all employ Hippo-YAP1 signaling pathways to control their proliferation in response to cell–cell and cell–ECM interactions (11, 12, 24, 41). We found that YAP1 regulates the expression of *Csf1* via a conserved distal enhancer that is uniquely active in fibroblasts. This Hippo-YAP1–regulated enhancer thus couples fibroblast density with macrophage numbers. This observation suggests that certain cells within tissues may have specialized functions in regulating tissue composition in response to different environmental factors (Fig. 6*D*). For example, macrophages are well known to sense hypoxia through HIF1α and in turn secrete VEGFA to promote endothelial growth and vascularization (67). Skin macrophages sense hyperosmolarity and produce VEGFC to enhance proliferation of lymphatic endothelial cells (68). This link between environmental sensing by one cell type and growth factor production for another cell type may be a general feature employed to regulate tissue composition. Cell type-specific regulatory elements of growth factor gene expression may provide molecular fingerprints to uncover the underlying links between tissue microenvironment and cell type composition.

Not all cell types respond to growth factors or environmental signals by increasing rates of proliferation. Indeed, cells can be categorized as labile, stable, or permanent, based on their proliferative capacity. Permanent cells, such as neurons and cardiomyocytes, have limited proliferative capacity and their numbers in adults are primarily determined during development. Labile cells, such as intestinal epithelial cells, skin keratinocytes, and most hematopoietic cell types, are continuously replenished from stem cells and have high proliferative capacity until they reach a terminally differentiated state, at which point they become postmitotic. The appropriate ratios and numbers of cells going through different developmental stages can be in principle determined based on negative feedback between differentiated cells and their progenitors (69, 70). Finally, stable cells, such as macrophages, fibroblasts, and hepatocytes, are normally quiescent but can proliferate even in a fully differentiated state in response to specific growth factors (35, 71, 72). Through studying macrophages and fibroblasts, we found that population size control of two different stable cell types is coordinated: the signaling pathway that limits proliferation of one cell type regulates expansion of the other cell type. Tissue-resident immune cells, including mast cells, macrophages, and innate lymphoid cells, are distinct “stable” cell types and their numbers are likely regulated in a similar fashion, by signals from stromal cells such as fibroblasts.

In an ecosystem, carrying capacity is defined as the maximum population size that can be supported in a given environment (4). In tissues in vivo or cell cultures in vitro, many variables can regulate cellular proliferation and survival, but carrying capacity is determined by the variables that are the most limiting for growth. At standard culture conditions, we found that fibroblasts and macrophages use different strategies of cell number control. The mechanism used by fibroblasts to detect changes in space availability directly controls growth factor production for macrophages. Fibroblasts are well known to be regulated by growth factors, such as PDGFs and EGFs. However, the compartment size for fibroblasts at steady state is primarily determined by space availability. Additionally, we found that changes in other environmental factors, such as oxygen or nutrient levels, regulated growth factor production in fibroblasts. In this way, unique environmental stimuli, such as mechanical cues, oxygen, or nutrients, determine the levels of growth factors produced by fibroblasts for macrophages and other cell types (Fig. 6*D*). Whether this is a general mechanism of growth factor regulation in other cell types that respond to limitations in space remains to be determined.

Finally, our findings may also have implications in the progression of “tissue-level” diseases, such as cancer and fibrosis. One conserved feature of tumors, regardless of anatomical location or tissue of origin, is dysregulation of cell composition and escape from normal growth control mechanisms. Increased YAP/TAZ activity in tumor cells is one of the mechanisms linked to cancer initiation and progression. In fact, YAP/TAZ activation is observed in a broad spectrum of human cancers, leading to tumor cell proliferation, survival, and invasion (73). Additionally, YAP/TAZ up-regulation in cancer-associated fibroblasts is associated with high-grade tumors and poor prognosis via effects on ECM stiffness (74). Our data suggest there may be an additional tumor-promoting function of YAP1 activation: the up-regulation of growth factors within the tumor microenvironment. Whether YAP1 activity in cancer-associated fibroblasts drives the production of CSF1 or other growth factors is an important open question. Similarly, YAP/TAZ hyperactivation is observed in both the epithelial and fibroblast tissue compartments of fibrotic lesions (75). This association with fibrosis has largely been attributed to YAP1-dependent transcription of ECM remodeling genes and feed-forward enhancement of ECM stiffness and contractile actin formation (76). Indeed, we found that actin polymerization promotes YAP1 nuclear translocation and downstream growth factor production. The extent to which YAP1 control of CSF1 also contributes to fibrotic disease is not yet known. A more detailed understanding of the upstream signals driving nuclear YAP1 will have important implications for the normalization of transformed and/or fibrotic tissues.

### Limitations and Caveats.

While this study focused on the proof-of-concept and molecular mechanisms of growth factor production, it remains to be determined how different factors of the cell microenvironment regulate growth factor production in different cell types in vivo. The contribution of ECM versus cell density as primary indicators of space availability within tissues needs to be further defined. Addressing these questions will require development of in vivo models that allow for evaluation of ECM properties as well as spatially resolved dynamic monitoring of growth factor expression.

## Materials and Methods

### Mice.

C57BL/6J (stock #000664), Pdgfra-cre (stock #013148), and Tgfbr2^fl/fl^ (stock #012603) mice were purchased from the Jackson Laboratory. YapKI^fl/fl^ mice were generated previously (24). Csf1^fl/fl^ mice were generously provided by Sherry Abboud Werner (University of Texas Health Science Center, San Antonio, TX). All mice were maintained in a specific pathogen-free facility and animal experimentation was conducted in accordance with Yale University School of Medicine institutional guidelines.

### Cell Culture and Differentiation.

BMDMs were differentiated from whole bone marrow from female mice (8- to 12-wk old) in the presence of L929-conditioned media. MEFs were harvested from male and female embryonic day 13.5 to 14.5 embryos and sorted for purity. All cell cultures were maintained in a 37 °C incubator at 5% CO_2_. See *SI Appendix* for detailed information for cell isolation, purification, and culturing.

### Cytokines and Chemicals.

Growth factors were used at the indicated concentration. If not specified, CSF-1 and PDGF-BB were used at 50 ng/mL, TGF-β was used at 10 ng/mL, and WNT3A was used at 50 ng/mL. Chemical inhibitors were titrated based on published literature and used at the following concentrations: Rho activator CN03 2 μg/mL, TGF-β pathway inhibitor LY364947 1 μM, actin filament inhibitor LatA 500 nM, Rock inhibitor Y27632 10 μM. For experiments with chemical inhibitors, cells were plated at different cell densities overnight, treated with inhibitors, and collected at the indicated time for analyses of RNA expression, cellular signaling, or immunofluorescent imaging. For cells treated with CN03, all conditions were plated in complete DMEM first, then changed to serum-free complete DMEM overnight before applying CN03.

### Viral Transduction.

Expression vectors pMigR1-Cre/IRES-GFP (Cre-GFP) or pMigR1-IRES-GFP (GFP) were cotransfected into 293T cells with retrovirus packaging vector pCL-Eco using the Lipofectamine 2000 kit (Thermo Fisher Scientific, #11668019) according to the manufacturer’s instructions. After 24 h, cell culture medium was changed to complete DMEM. After 24 h, viral supernatant was collected, filtered through 70-μm cell filters and directly applied to low-passage unsorted MEFs, at 1:1 ratio to the existing medium. Successfully transduced MEFs were sorted based on GFP-positivity and allowed to rest for at least one passage before performing coculture experiments.

### Immunofluorescence Imaging.

Cells were cultured in eight-well chamber slides and fixed in 4% paraformaldehyde and permeabilized using 0.1% saponin in blocking buffer (HBSS containing 3% BSA, 0.2% gelatin, and 0.02% NaN_3_) and stained with rabbit anti-mouse YAP1 (Cell Signaling Technology, D8H1X), FITC-conjugated phalloidin, and goat anti-rabbit IgG (H+L) Alexa Fluor 594 secondary (ThermoFisher, A-11007). Hoechst 33342 was used to stain nuclei. Cells were mounted on microscope slides with ProLong Diamond Antifade Mountant (Molecular Probes). Imaging was performed with Leica AF6000 Modular System (fluorescent microscope) or Leica SP8 (confocal microscope). Confocal imaging was acquired using HC PL APO CS2 63×/1.40 oil objective and the 405-nm and Argon (488-nm) lasers collected on different sequentials.

### Gene Silencing Using siRNA.

P1-P2 unsorted MEFs were lifted from plates using 0.05% Trypsin + EDTA. Each siRNA was incubated with OptiMEM while RNAiMax was incubated with OptiMEM for 5 min at room temperature. The two solutions were mixed together dropwise and incubated for 20 min. siRNA mixtures were then plated in 12-well plates and 50,000 MEFs were added to each well. All siRNAs were used at a final concentration of 5 nmol. Cells were harvested and RNA isolated after 3 d of incubation with siRNA.

### RNA Isolation and qRT-PCR.

RNA was purified from cells using Qiagen RNeasy columns with on-column DNase digestion according to the manufacturer’s instructions. cDNA was reverse-transcribed with MMLV reverse transcriptase (Clontech) using oligo-dT_20_ primers. qRT-PCR was performed on a CFX96 Real-Time System (Bio-Rad) using PerfeCTa SYBR Green SuperMix (Quanta Biosciences). Relative expression units were calculated as transcript levels of target genes over 1/1,000 of Actb. Primers used for qRT-PCR are listed in *SI Appendix*, Table S1.

### RNA-Seq Analysis.

Illumina fastq files were downloaded from Illumina Basespace and were aligned with Kallisto program with default settings (77) against all cDNA transcripts in mouse genome annotation GRCm38 (ftp://ftp.ensembl.org/pub/release-90/fasta/mus_musculus/cdna/). The ENSEMBL IDs of each cDNA transcript were matched to the official gene symbols through BioaRt in R. The expression of each transcript is expressed in TPM. When multiple transcripts match to the same gene, the expression of the gene is calculated by summing the TPM of all matched transcripts.

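In the deposited table for the stress conditions, the TPM of each of the 7 libraries summed to 1000000 over the 49382 genes. The same gene symbol stood on more than 1 row for 219 symbols, and for 101 of these the rows held identical values above 0. 28 rows carried a symbol in the form of a date, as spreadsheet programs make of the septin and MARCH gene names. The 100 most abundant genes took between 26.4% and 30.8% of a library's TPM. Mitochondrially encoded genes took 6.37% in the control, 9.25% in oxidative stress and 5.09% in ER stress. Because TPM is a share of each library, a gene's value also moves when other genes take more or less of it.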

### ChIP-Seq Analysis.

Reads from Illumina paired-end fastq files were mapped to the mouse genome (mm9) using Bowtie (78) with the options “-S -q –best -m 1 -p 20 -v 1 -a -strata” to generate SAM files. Read duplicates were removed and BAM files were generated with the Picard toolkit (http://broadinstitute.github.io/picard). Bigwig files were generated using Homer software (79) using the option “-fsize 1e20” and uploaded to the University of California, Santa Cruz genome browser. Enriched ChIP regions were identified using MACS2 (80) using the options “'-f BAMPE –bw 200 -B -g mm”. Transcription factor motifs in the enriched ChIP regions were identified also using Homer software using the options “-mask -size 200 -mis 3 -S 30 -len 8,10,12”. Genes were associated with the enriched chip regions by locating the closest gene also using Homer software.

### Analysis of Histone Modifications.

Histone modification (H3K4me1, H3K4me3, K3K27ac) data of MEFs were obtained from Mouse Encode http://www.mouseencode.org/. H3K27ac data of human skeletal muscle fibroblasts (HSMM), endothelial cells (HUVEC), myeloid leukemia cells (K562), B-lymphoblastoid cells (GM12878), stem cells (hESC), epidermal keratinocytes (NHEK), and human lung fibroblasts (NHLF) were obtained from the human ENCODE project (https://www.encodeproject.org/). The tracks of HSMM, HUVEC, and K562 were shown as examples.

## Supplementary Material

Supplementary File

## Data Availability

All high-throughput sequencing data generated from this study have been deposited in a publicly accessible database. RNA sequencing data of fibroblasts at different cell densities and at various stress conditions from this study have been deposited to the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo [accession nos. PRJNA719850 (81) and GSE205381 (82)]. ChIP-seq data of endogenous YAP1 MEFs have been deposited to the GEO [accession no. GSE184774 (83)]. Single-cell RNA-seq data of human lung fibroblasts were obtained from the GEO [accession no. GSE136831 (84)]. ChIP-seq data of SMAD3 in MEFs were obtained from GSE85177. H3K27ac, H3K4me, and H3K4me3 of MEFs were obtained from GSM1000139 (85), GSM769028 (86), and GSM769029 (87), respectively (88). Human H2K27ac of fibroblasts, endothelial cells, and myeloid leukemia were obtained from GSM733755 (89), GSM733691 (90), and GSM733656 (91). Customized scripts for density-dependent analysis, clustering in Matlab, imaging quantification in R, and circuit modeling in Mathematica are available upon reasonable request. The *SI Appendix* includes detailed methods for cell culture, flow cytometry, cell quantification, Western blot, imaging analysis and quantification, ECM and supernatant transfer, cell isolation from liver, RNA-seq, ChIP-seq, density-dependent differential expression analysis, single-cell RNA-seq analysis, and agent-based modeling.

# Supplementary material for: Microenvironmental sensing by fibroblasts controls macrophage population size
**Source:** Proc Natl Acad Sci U S A. 2022 Aug 5;119(32):e2205360119. doi: 10.1073/pnas.2205360119
**Supplement:** Supplementary File

## Supplementary Information for

### Microenvironmental Sensing by Fibroblasts Controls Macrophage Population Size

Xu Zhou,\* Ruth A. Franklin,\* Miri Adler, Trevor S. Carter, Emily Condiff, Taylor S. Adams, Scott D. Pope, Naomi H. Philip, Matthew L. Meizlish, Naftali Kaminski and Ruslan Medzhitov

\*These authors contributed equally

#### This PDF file includes:

Supplementary text  
Supplementary methods  
Figures S1 to S6  
SI References

#### Supplementary Information Text

##### Agent-based Modeling of the MPs FBs circuit

We developed an agent-based modeling approach to explore how density-dependent growth factor production affects the spatial distribution of the cells. Agent-based modeling is a computational approach for simulating the behavior of multiple agents (cells in this case) that interact with each other according to specified rules (1, 2). In the simulations, macrophages and fibroblasts are represented as red and blue cells respectively, and obey the following rules: (1) red cells produce a paracrine growth signal ( $B1$ , e.g. PDGFb) for blue cells, (2) blue cells produce a paracrine growth signal ( $R$ , e.g. CSF1) for red cells and an autocrine growth signal ( $B2$ , e.g. PDGFa/HBEGF) (3), (3) every cell computes the total amount of growth factor in its vicinity (tunable parameter), and undergoes one of three fate choices: die, stay, or divide, depending on the amount of available growth factor (Figure S5A). The threshold values for cell death, survival, and proliferation are

tunable parameters of the system. To model the density-dependent regulation of CSF1, we considered that the production of signal  $R$  from a blue cell is a decreasing function of the overall blue cell density in its vicinity. This model recapitulates the bi-stability of the two-cell circuit (3, 4), where the steady-state of the system depends on the initial conditions of these two populations (Figure S5B-C). However, the impact of density-dependent regulation on the spatial distribution of red and blue cells is mild and sensitive to the choice of parameter values. Tissues are often composed of much more than two cell types. To test if the density-dependent regulation may have an oversized role in conditions of complex cell composition, we introduced a third 'inert' cell type (or a non-cell structure) that takes up space but does not interact with either blue or red cells via growth factors (Figure S5A, lime cell). We considered several arbitrary structures of lime cells and presented the simulation where lime cells are organized as rings of different radius. Without density-dependence, the steady-state spatial pattern of red and blue cells is uniformly distributed throughout (Figure S5D). Interestingly, with density-dependence, red cells localize away from the lime cells, as if the red cells are excluded by the lime cells. This effect is even more striking in the center of small lime cell rings, where the loss of red cells impacts the survival of accompanied blue cells, eventually creating an empty zone (Figure S5E). This may represent conditions where the emergence of non-cellular structure or growth of 'inert' cells exclude macrophages and fibroblasts (such as in late-stage fibrosis).

## **Supplementary methods**

### **Cell culture and differentiation**

Bone marrow-derived macrophages (BMDMs) were differentiated from whole bone marrow from female mice (8 to 12 weeks old) in the presence of L929-conditioned media. Femurs and tibias were removed from mice, flushed, and exposed to hypotonic lysis (ACK lysing buffer, ThermoFisher) to remove red blood cells. Cells were plated in macrophage growth media (MGM) overnight (RPMI + 2 mM L-glutamine, 1 mM sodium pyruvate, 10 mM HEPES, 200 U/mL penicillin/streptomycin, 10% FBS, and 30% L929-conditioned media). The next day (day 1), nonadherent cells were harvested, washed, and replated in 15 cm Petri dishes in 20 mL of MGM. On day 4, 15 mL of MGM was added to the plate. On Day 6-7, cells were lifted with 3 mM cold EDTA in PBS for 15 min and plated at appropriate concentrations for coculturing. All cell cultures were maintained in a 37°C incubator at 5% CO<sub>2</sub>.

Mouse embryonic fibroblasts (MEFs) were harvested from male and female E13.5-E14.5 embryos and sorted for purity. Staged embryos were removed from a pregnant female by removing the uterus and separating each embryo from its amniotic sac. The head and "red tissue," including fetal liver, were removed and discarded. If genotyping was required, the head served as the source of DNA and embryos were kept separated. The remaining portion of each embryo was minced

using razor blades in 0.05% trypsin + EDTA and placed in a 37°C incubator for 30 min. After digestion, the tissue was transferred into a conical tube, washed with complete DMEM (DMEM + 2 mM L-glutamine, 1 mM sodium pyruvate, 10 mM HEPES, 200 U/mL penicillin/streptomycin, 10% FBS; GIBCO) and resuspended in complete DMEM in 15 cm tissue culture plates overnight. The following day, cells and undigested tissue debris were lifted from the plates using 0.05% trypsin + EDTA, spun down, resuspended, and filtered over a 70 µm filter. These cells were expanded for 1-2 passages and then sorted for CD45-, CD11b-, and F4/80-negativity to exclude contaminating macrophages. The sorted MEFs were split once after sorting to allow for recovery and used for experiments at p4-p7. Unsorted MEFs (p1-p5) were used in experiments where noted.

### **Flow cytometry for cell quantification**

MEFs were harvested from tissue culture plates by incubation with 0.05% Trypsin + EDTA. BMDMs were harvested from non-tissue culture treated plates by incubation with 3mM EDTA in PBS. MEFs and BMDMs in co-culture were harvested first by incubation with 0.05% Trypsin + EDTA, and next by cell scraping to remove any remaining attached cells. All cells were washed and transferred to round-bottom 96-well plates for FACS staining. Fluorochrome-conjugated antibodies against CD45 (clone 30-F11), CD11b (M1/70), and F4/80 (BM8) were purchased from eBioscience/ThermoFisher. Dead cells were excluded using ThermoFisher LIVE/DEAD Fixable Aqua Dead Cell Stain and binding to Fc receptors was blocked using CD16/CD32 (clone 93, eBioscience/ThermoFisher). Absolute cell numbers were calculated using counting beads (123count eBeads, ThermoFisher), which were added following harvest, immediately prior to running samples on the flow cytometer (50 uL of beads were added to 150 uL sample). Absolute cell numbers were calculated according to manufacturer's instructions, using the following equation:  $((\# \text{ of live single cells acquired} * 0.05)/(\# \text{ of beads acquired} * 0.15)) * \text{eBead concentration}$ . To correct for cell loss during harvest, we applied a standard curve adjustment based on the original cell number plated and the bead-calculated cell number. All samples were acquired on a Becton Dickinson LSR II Flow cytometer and analyzed using FlowJo.

### **Western blot analysis**

Cells were washed 1X with ice cold PBS before harvesting. Protein was extracted in 1x SDS buffer (62.5 mM Tris-HCl, pH 6.8, 2% SDS, 25% glycerol, 0.01% bromophenol blue) on ice followed by heating at 95°C for 10 minutes. Multiple wells of low density cells were combined during collection to reach similar total cell numbers at each cell density. Lysates corresponding to equal numbers of cells were loaded into 4-20% TGX Precast gels (Biorad) and ran with Tris/glycine running buffer (Biorad). Protein was transferred onto activated PVDF membrane (Millipore) using trans-blot Turbo system (Biorad), and then blocked using 5% BSA in TBST (20 mM Tris, 150 mM NaCl, 0.05% Tween 20) for at least 1 hour at room temperature. Primary antibody was incubated in 5% BSA in TBST at 4°C overnight at recommended dilution (anti-SMAD2/3 D7G7 1:1000, anti-phospho-

SMAD2/3 D27F4 1:1000, anti-GAPDH 1:2000), and secondary antibody was incubated in TBST at room temperature for 30 min at 1:5000. Samples were washed 3x with TBST following each round of antibody incubation. Protein was visualized using ECL western blotting substrate (ThermoScientific) and autoradiography film. Densitometry was calculated using ImageJ software. Band intensity of interest was normalized to GAPDH for each sample, and averaged across biological replicates.

#### **Assay to quantify growth sensitivity to space availability and growth factor**

We used Click-iT Plus EdU Flow Cytometry Assay Kit to quantify proliferation of MEFs or BMDMs at different conditions. Briefly, MEF or BMDM monocultures were plated in 6-well tissue culture plates 1 day prior to EdU incorporation assay. EdU (10 mM) was added to the cells for 2 hr and the cells were harvested as above. Cells were first stained with surface antibodies and then EdU incorporation was detected using the Click-iT Plus EdU Flow Cytometry Assay Kit according to the manufacturer's instructions (ThermoFisher). Samples were then acquired on a Becton Dickinson LSR II Flow cytometer and analyzed using FlowJo. For analysis of sensitivity to space availability, cells were plated at 50,000 to 1,000,000 per well in 6-well plates, which covers the range that proliferation changes linearly with cell density. In each experiment, the percentage of EdU<sup>+</sup> cells was plotted against cell density, and the slope of linear regression was normalized to represent change of proliferation per 100,000 cells ( $\Delta\text{Edu}^+/\text{100K}$ ). For analysis of sensitivity to growth factors, we treated cells with 0 - 20 ng/ml growth factors overnight, before analyzing using the EdU assay kit described above. To confirm the observed results were not due to insufficient growth signals, particularly for fibroblasts, cells were treated with high concentrations of CSF-1 and PDGF-BB up to 200 ng/ml. The proliferative effect of recombinant growth factors saturated at less than 10 ng/ml for both macrophages or fibroblasts. To quantify the sensitivity to growth factor, we calculated the max growth difference between control (without recombinant growth factor) and growth factor stimulated conditions. Multiple experiments were averaged to infer the sensitivity of growth to space availability or growth factors, where each dot represents one experiment.

#### **ECM and supernatant transfer**

For ECM "transfer," 200,000 unsorted MEFs were plated per well in 6 well plates in 10% FBS for 2 days. After 2 days, cells were removed using 25 mM EDTA in PBS and blasting by pipetting. Plates were then washed twice with PBS and fresh 20,000 or 200,000 MEFs were plated on top of decellularized matrix. Cells were harvested and RNA isolated after overnight culture. For supernatant transfer experiments, supernatant from either high density (200,000) or low density (25,000) MEF cultures was removed after 12 hours, spun down to remove any cellular debris, and added to MEFs plated at low density (25,000). Cells were harvested and RNA isolated after overnight culture.

### **Cell isolation from liver**

Livers from sacrificed mice were prepared by mechanical disruption, followed by 30 minute treatment with 2 mg/ml Collagenase Type 4 (Worthington Biochemical) in PBS at 37°C with continuous shaking. Digested tissues were mashed through 70 µm filters, layered in a 33% and 66% Percoll gradient (Sigma), and centrifuged at 3000 rpm for 30 min without brake. Cells at the interface were collected and analyzed by flow cytometry. Fluorochrome-conjugated antibodies against CD45 (clone 30-F11), CD64 (clone X54-5/7.1), and MerTK (clone DS5MMER) were purchased from eBioscience/ThermoFisher. Dead cells were excluded using Zombie Yellow Fixable Viability Stain (BioLegend) and binding to Fc receptors was blocked using CD16/CD32 (clone 93, eBioscience/ThermoFisher). Cell numbers were calculated using counting beads (123count eBeads, ThermoFisher) as described above.

### **Quantification of nuclear shape and actin fluorescence**

Slides stained with phalloidin and DAPI were imaged with a Phalloidin corrected fluorescence intensity measured and calculated using Fiji (ImageJ) version 2.1.0/1.53c.(5) Cells were manually outlined using freehand selection around phalloidin staining. For each cell, area, mean gray value, and integrated density were collected for all cells and an area with no cells was collected for background signal quantification. Corrected fluorescence intensity calculated with the equation: Integrated density – (area of cell \* mean gray value of background). Figures generated using ggplot2 in R with R Studio. Statistics calculated using Wilcox t test comparing all densities to the 10k density individually.

Nucleus quantification was obtained after collecting confocal z stacks with slices every 0.3µm encompassing the entire nucleus of all cells fully within the field of view. 3D projections viewed using Imaris software (Bitplane), and surfaces were generated using DAPI fluorescence intensity. Statistics for all surfaces were exported and figures were generated using ggplot2 in R with R Studio. Length, width, and thickness were obtained using the object oriented measurements with bounding box length A, B, and C respectively. Statistics calculated in R using Wilcox t test comparing all densities to the 10k density individually.

### **RNA sequencing**

Primary p0 MEFs were expanded for 1 passage and sorted to remove contaminating cells. Sorted MEFs were culture for 1 passage and plated at the following cell density 10,000/well (2,000/cm<sup>2</sup>), 50,000/well (5,000/cm<sup>2</sup>), 200,000/well (21,000/cm<sup>2</sup>), and 500,000/well (52,000/cm<sup>2</sup>) in DMEM. The highest cell density is close to the theoretical carrying capacity that we determined previously (3). After overnight culture, adherent cells were washed twice with ice-cold PBS and collected with RLT buffer (Qiagen RNeasy kit). RNA was purified from cells using Qiagen RNeasy columns with on-column DNase digestion according to the manufacturer's instructions. Sequencing libraries were constructed following Illumina Tru-seq stranded mRNA protocol. Paired-end sequencing was

performed with Next-seq 500 with either 76 or 38 bp from each end. Two sets of replicated densities were obtained from different batches of primary MEFs.

For analyzing transcriptional response of MEFs in different stress conditions, 100,000/well (10,000/cm<sup>2</sup>) MEFs were plated in DMEM. For oxidative stress or osmotic stress, 10  $\mu$ M sodium arsenite (Sigma Aldrich) or 100 mM NaCl (American Bio) were added to the cells after overnight culture for 3 hours. 

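Genes known to respond to each treatment were read from the same libraries. In oxidative stress, 7 targets of NRF2, a transcription factor activated by oxidants, had a median log2 change of 1.63, and Hmox1 rose from 266 to 6055 TPM. The 7 genes of the heat shock response had a median of 1.62, led by Hspa1a at 5.01 and Hspa1b at 4.12. These near-identical genes share reads, so their split is uncertain. In osmotic stress, the NFAT5 list, which holds targets of NFAT5, a transcription factor that responds to hypertonicity, and Nfat5 itself, had a median of 1.96 over the 5 genes that passed the expression filter. That median is the value of Nfat5, and the 4 targets changed by 0.86 (Slc5a3), 0.44 (Slc6a6), 2.66 (Akr1b3) and 2.22 (Slc38a2). Random lists of the same size matched on mean expression had medians within -0.36 to 0.17, -0.34 to 0.18 and -0.37 to 0.27 in the central 95% for these 3 comparisons.

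**Figure D2:**
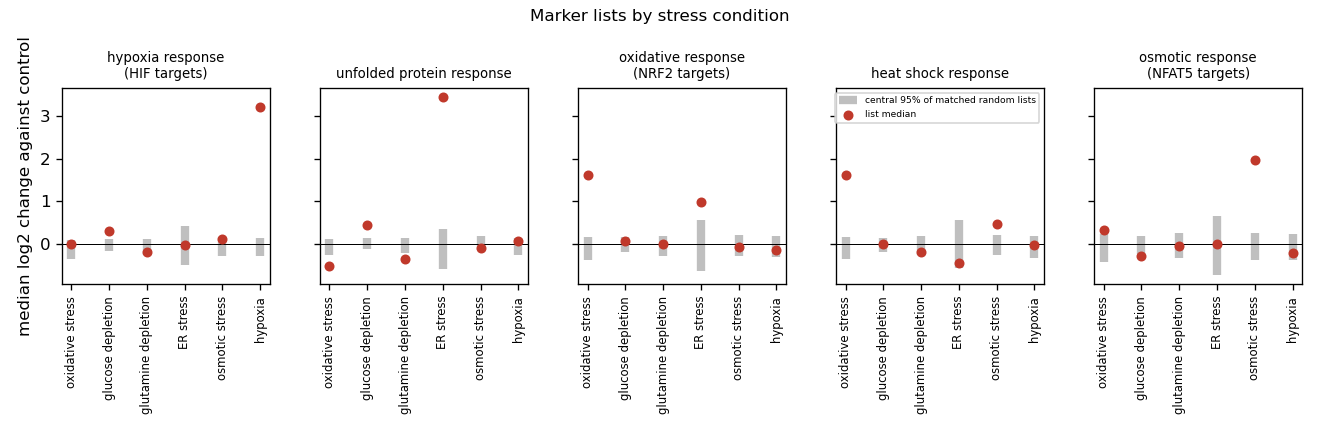
Median log2 change against the control (y axis) of 5 marker lists, 1 panel each, in the 6 stress conditions (x axis). Red points are the list medians and grey bars the central 95% of medians of random lists matched on mean expression. The HIF, unfolded protein response, NRF2 and NFAT5 lists are highest in hypoxia, ER stress, oxidative stress and osmotic stress, and the heat shock list is highest in oxidative stress at 1.62.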

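Thapsigargin at 1 μM for 10 hours raised all 9 genes of the unfolded protein response by more than 2-fold, with a median log2 change of 3.44. Sdf2l1 went from 31.1 to 598 TPM, and Hspa5, which encodes the ER chaperone BiP, from 1165 to 12611 TPM. The 10 targets of ATF4, a transcription factor of the amino acid and ER stress responses, had a median of 1.89, and Ddit3 changed by 3.77.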

For ER stress, 1  $\mu$ M thapsigargin (Cayman) was added for 10 hours after overnight culture. 

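In the library from cells kept at 0.1% oxygen, all 10 targets of HIF rose by more than 2-fold, with a median log2 change of 3.21, and Bnip3 went from 26.7 to 797 TPM. In glucose depletion, both genes chosen as targets of the glucose sensor MondoA fell, Txnip by a log2 change of -2.07 and Arrdc4 by -1.5. In glutamine depletion the median of the 10 ATF4 targets was 0.55, with Atf3 at 2.47, Chac1 at 1.69 and Asns at 0.25.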

For glucose depletion, glutamine depletion and hypoxic conditions, after overnight culture following the initial seeding, cells were incubated in glucose-free DMEM (Gibco), glutamine-free DMEM (Gibco), or placed in a hypoxia chamber at 0.1% oxygen for 10 hours. Cell collection, RNA purification, and sequencing library construction were carried out as described above.

### **Differential expression analysis**

Differential expression analysis was performed using sleuth program (6). This analysis returned 34475 genes in total in the mouse genome. Using an adjusted p-value of 0.05, we identified 3046 genes that are significantly differentially expressed between any two cell densities and have an expression higher than 2 TPM. To further identify genes that are differentially expressed biologically, we further selected genes that are activated or repressed more than 1.5-fold. Primary fibroblast cultures have significant biological variations between each preparation. To identify the genes consistently influenced by cell density, we performed the experiments with two separately isolated batches of MEFs. As expected, there are significant variations between biological replicates at baseline. We developed an automated correlation-based method to identify the genes that change with cell density consistently. To select a threshold for defining consistency between biological replicates, we computationally shuffled the data to generate a randomized background with no logical connection between each density for each gene. After ranking the genes from the least correlated to the best correlated, we calculated the accumulated gene counts as a function of the correlation coefficient. For the randomized dataset, this gives a linear line, because different degrees of correlation happen by chance (Figure S1C). For the experimental dataset, this gives a curve skewed towards high correlation coefficient (Figure S1C). We used the intersection between the randomized and experimental data curves as the threshold for selecting genes with consistent changes in expression. Intuitively, far more truly correlated genes are selected than genes with randomized expression at this correlation coefficient. Following these criteria, we identified 1950 genes as density-dependent genes. 

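The size of the pseudocount matters most for growth factors near or below it. In ER stress the log2 change of Areg was 2.05 with a pseudocount of 1 TPM, 3.10 with 0.1 TPM and 0.90 with 5 TPM. For Ctgf in the same library, at 628 TPM, the values with 0.1 and 5 TPM were -0.91 and -0.90.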

All fold changes are calculated using a pseudo count of 1 TPM to avoid dividing expression value by 0 and small expression values. These genes were then clustered using K-mean clustering based on log<sub>2</sub>(fold) changes in TPM expression. K-mean clustering was performed with customized codes using built-in functions in Matlab, until the clustering converged in 20 iterations. Clusters of 2 - 10 were screened and 7 was identified as the minimum number of clusters to characterize the general trend of expression changes at different

cell densities. To identify genes differentially regulated at various stress conditions, we selected genes that are either induced or repressed by more than 2-fold comparing to the control condition.

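Applied to protein-coding genes, a set chosen after seeing the data, the 2-fold rule selected 1909 of 11305 genes in ER stress, 990 in osmotic stress, 593 in oxidative stress, 425 in glutamine depletion, 333 in hypoxia and 118 in glucose depletion. Of the 1604 genes of other types, most of them pseudogenes and short or long noncoding RNAs, it selected between 403 and 622 in each condition. With no replicates, the rule does not separate changes from the variation between libraries.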

### **Chromatin-immunoprecipitation and high-throughput sequencing**

MEFs were crosslinked by adding formaldehyde to the medium to a final concentration of 1% in 15 cm plates with continuous, gentle rocking at RT for 10 minutes. The reaction was quenched by adding 125 mM final concentration of glycine, with continuous, gentle rocking at RT for 5 minutes. The cells were washed 3 times with ice cold PBS, scraped with 10 ml of PBS, and spun down for 5 minutes at 1,500 rpm at 4°C. For Chromatin-immunoprecipitation, for cell pellets of 10<sup>6</sup> cells, 1 ml cell lysis buffer (10 mM Hepes pH 7.3, 85 mM KCl, 1 mM EDTA, 0.5% IGEPAL CA-630, 1x protease inhibitors (ThermoFisher Halt)) was used to resuspend the pellet and incubated on ice for 5 minutes. The lysate was centrifuged for 5 minutes at 4,000 rpm at 4°C, the supernatant was removed, and the pellet was resuspended in 0.3 ml of nuclear lysis buffer for sonication (10mM Tris pH 8.0, 0.5% N-lauroylsarcosine, 0.1% sodium deoxycholate, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1x protease inhibitors (ThermoFisher Halt)). Cell lysate was transferred to 1.5 ml Bioruptor Plus TPX microtube (Diagenode) and was sonicated for 4 rounds of 15 cycles of 30 seconds on/30 seconds off on high power (Diagenode Biorupter plus). After sonication, the chromatin was centrifuged for 15 minutes at max speed at 4°C and the supernatant was carefully transferred to a new tube and 1% Triton X-100 was added. 0.7 mL of ChIP dilution buffer (20 mM Tris pH 7.5, 0.5% Triton X-100, 100 mM NaCl, 1 mM EDTA, 1x protease inhibitor) was then added to the sonicated chromatin.

10% of the chromatin was taken as “Input”, and the remaining chromatin incubated overnight with anti-YAP1 antibody at 1:50 dilution (CST) overnight on a rotator at 4°C. Protein G Dynabeads (ThermoFisher 10004D) were washed 3 times with PBS + 0.5% BSA and then added to the chromatin and antibody mixture and rotated at 4°C for 3 hours. Protein G dynabeads were washed sequentially with low-salt wash buffer (20 mM Tris pH 7.5, 0.1% SDS, 1 % Triton X-100, 150 mM NaCl, 1 mM EDTA), and LiCl wash buffer (10 mM Tris pH 7.5, 1% sodium deoxycholate, 1% Triton X-100, 250 mM LiCl, 1 mM EDTA) 3 times, and washed once with TE to remove detergents and salts. Bound DNA was eluted twice by resuspending the beads with 125 ul of elution buffer (50 mM NaHCO<sub>3</sub>, 1% SDS) and incubated for 10 minutes at RT, followed by 3 minutes of vigorous shaking at 37°C. Eluted DNA was digested with proteinase K at 55°C for 2 hours and reverse-crosslinked at 65°C overnight. DNA was purified using the Qiagen MinElute PCR Purification Kit and ChIPseq libraries were generated using the NEBNext Ultra II DNA Library Prep Kit for Illumina. Sequencing was performed with Illumina NextSeq500 for paired-end 38bp reads.

### **Sequence motif and function enrichment analysis**

Clusters of genes were organized into different groups and analyzed with Homer using motifs.pl. For sequence motif enrichment, the analysis focused on gene promoter regions, defined by -1000

and +200bp from transcription start site, searching for DNA sequence motifs from 6 to 10 bp in length. For function enrichment analysis, annotated cellular signaling pathways were extracted from Kegg pathways and all significantly enriched terms ( $p \leq 0.01$ ) were curated based on enrichment statistics.

### **Modeling the effect of CSF1 production rate on macrophage numbers**

To model the effect of varying the production rate of CSF1 in fibroblasts, we used mathematical models describing cell circuit communication between macrophages and fibroblasts developed in our previous work (3, 4). Model parameters are as described before except the rate of CSF1 production. We numerically solved the ODE system to extract the steady-state level of macrophage and fibroblast numbers at different CSF1 production rates. This is performed with the `NDSolveValue` and `FindRoot` functions in Mathematica 12.1.1.0.

### **Single cell analysis**

We analyzed single-cell RNA-seq data of human lung fibroblasts from Adams et al..(7) The data includes 1051, 786 and 4329 cells from control, COPD, and IPF patients, respectively. To preprocess the data, we used ‘Sanity’ – a recently developed method to normalize single-cell data and to infer the transcriptional activity of genes. Sanity is a unique Bayesian procedure for normalizing single-cell RNA-seq data from first principles.(8) Following the Sanity normalization, for each comparison between datasets, we removed genes with low expression ( $\log_{10}(\text{average expression}) > -11$ ) and low expression variance (standard deviation  $> 0.05$ ) across single cells. In total, 6934 genes in control fibroblasts, 7011 genes in integrated control and COPD fibroblasts, and 7376 genes in integrated control and IPF fibroblasts passed the selection thresholds. For the control fibroblasts, we observed a fraction of cells with extremely low gene expression ( $\log_{10}(\text{average expression}) < -9.9$ ). After removing these outlier cells, the control samples included 945 cells for downstream analysis.

After preprocessing the data, we first established landmark genes whose expression depends on density of cells and shows significant variability in the single cell dataset. We considered z-scored expression in the single cell datasets for the top density dependent genes that show more than 2-fold differential expression between low (10K) and high (500K) cell densities. We identified 17 landmark genes for the control samples, including *Serpine1*, which is representative of genes expressed at a higher level at low cell density, and *DCN*, representative of genes expressed at a higher level at high cell density. Since the relative expression of these landmark genes correlates with the density of cells, we then defined a density score for each cell as the difference between the average expression of the high-density genes and the average expression of the low-density genes. For example, if a cell expresses high-density genes at a higher level than low-density genes, it will be given a high score for high density, and vice versa. We next sorted the cells according to their density scores and inferred the genes that are highly variable across this density axis. We

repeated this analysis for the control fibroblasts alone, the control and COPD fibroblasts, and the control and IPF fibroblasts.

### Agent-based Modeling

The agent-based modeling simulation was built in NetLogo, a programming language and IDE developed by Uri Wilensky and Northwestern University. In these simulations, we utilize the Patch type, which represents an individual square on the grid of the simulation space, entirely made of Patches. Blue patches emit a red signal ( $R$ , promoting red proliferation) and a self-promoting blue signal ( $B_2$ ). Red patches emit a blue signal ( $B_1$ , promoting blue proliferation). At each timestep, the patches calculate the value of the signal perceived in their neighborhood. A patch's neighborhood is defined as a circular radius centered around the patch itself and is a parameter that can be varied. The simulations presented in Figure S5 were run with a neighborhood radius of five patches. The calculation of signals for each patch at each timestep is given by the following equations.

With density-dependent regulation of red signal:  $R_{i,t+1} = R_{i,t} + N_B \frac{R}{N_B + N_L + K}$ , where  $R_{i,t+1}$  is the amount of red signal perceived by patch  $i$  at timestep  $t$ ,  $N_B$  and  $N_L$  are the number of blue and lime patches in the neighborhood of patch  $i$ ,  $R$  is the amount of red signal produced per patch, and  $K$  is a parameter that controls the effect of the density-dependence of blue cells on the red signal.

Without density-dependent regulation of red signal:  $R_{i,t+1} = R_{i,t} + N_B R$ . Since blue signal is not subjected to density-dependent regulation, the amount of blue signal perceived by the patches at each timestep is the same in both cases:  $B_{i,t+1} = B_{i,t} + N_R B_1 + N_B B_2$ .

Depending on the value of signal, the patch decides to divide, stay the same, or die. In case of division, the patch randomly selects an empty (white) neighboring patch and changes it to be the same color. In the case of cell death, the patch turns empty (white), allowing for other neighboring cells to divide into its space.

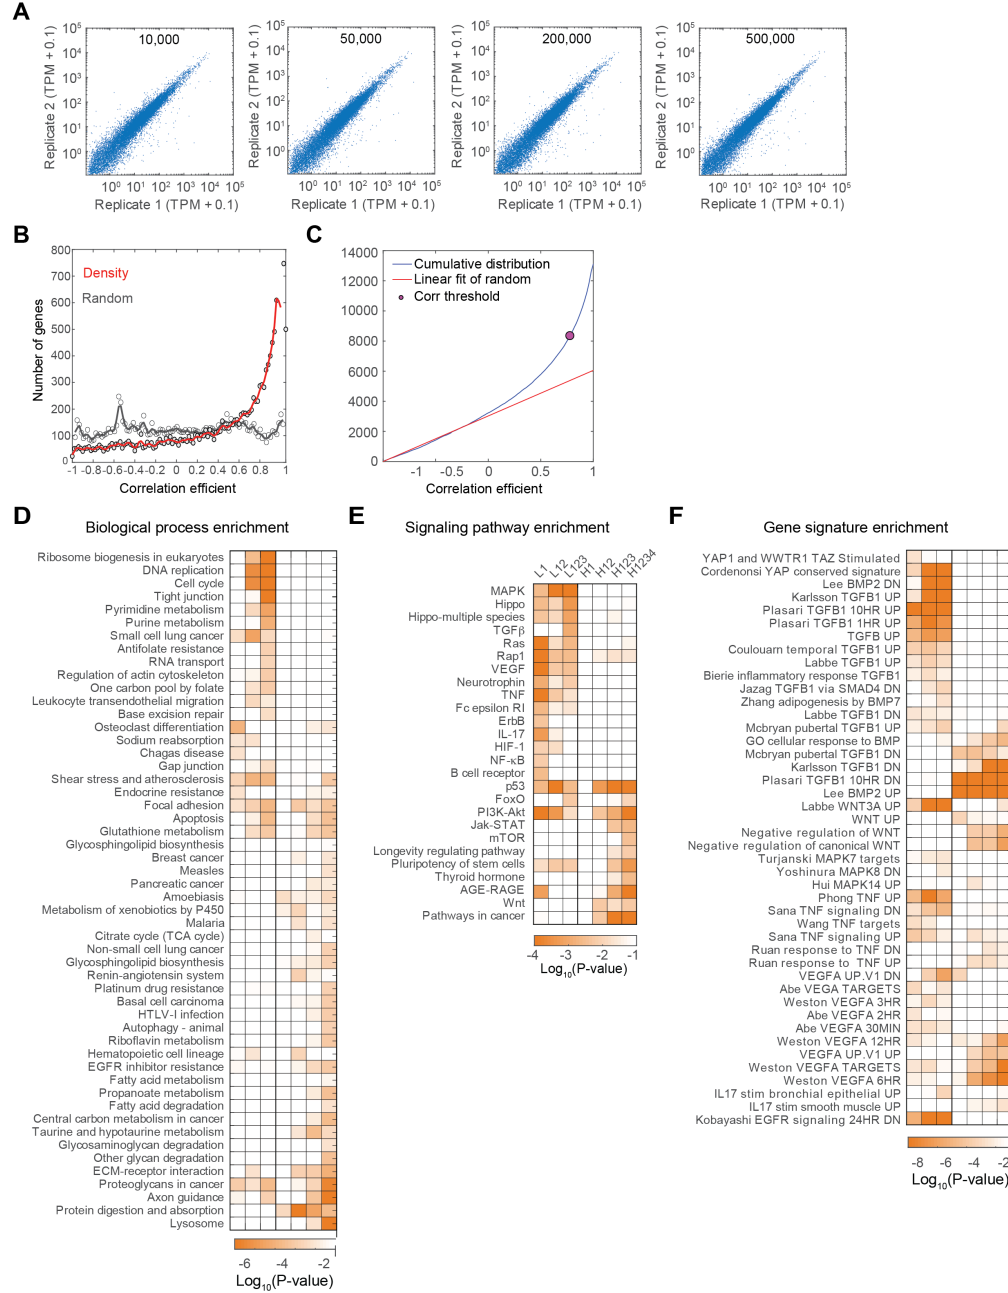

**Figure S1. Transcriptional analyses of density-dependent expression programs**

- Transcriptome correlation of biological replicates at the indicated cell density. 0.1 TPM is added to each gene.
- Distribution of gene-specific correlation coefficients between two sets of randomized RNAseq data or biological replicates at matched cell densities. Expression data were generated randomly using a bootstrap method by shuffling genes and samples. Correlation coefficients of all genes are binned every 0.02 unit, and the sliding-window average is shown as colored curve.
- Cumulative distribution of the coefficients between two sets of biological replicates. Linear fit was generated using the distribution of coefficients that are less than 0. Linear fit of the cumulative distribution of the correlation coefficients calculated using randomized

data set is shown in red. The pink circle marks the threshold for consistent density regulation.

- D. Enrichment of biological processes in groups of genes induced at low or high density.
- E. Enrichment of signaling pathways in groups of genes induced at low or high density.
- F. Enrichment of molecular signature in groups of genes induced at low or high density.

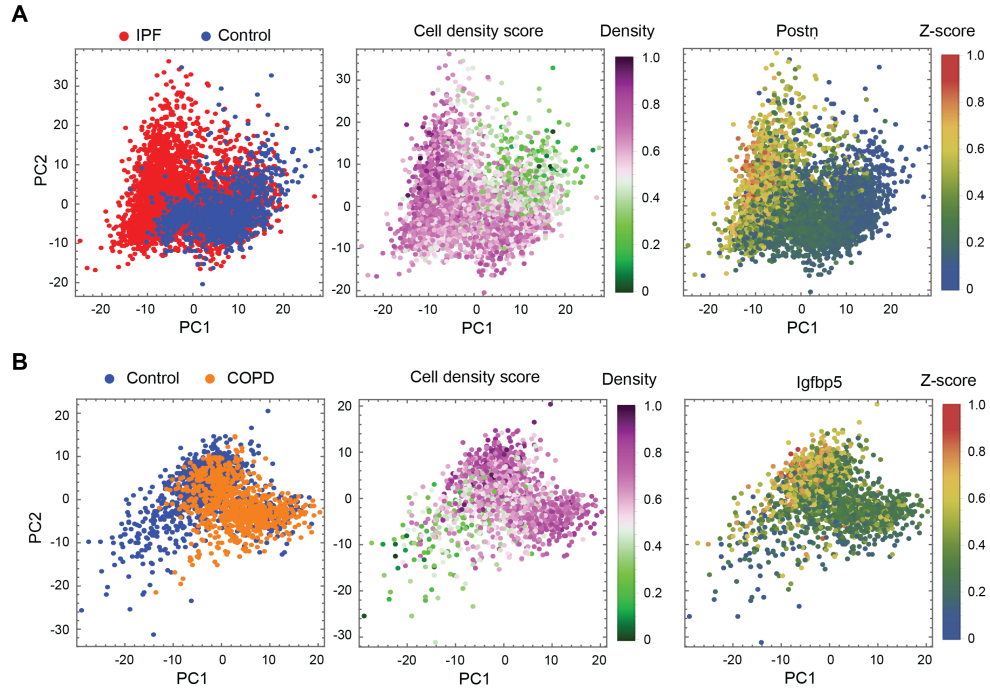

**Figure S2. Single-cell reconstruction based on landmark genes reveals new density-dependent genes.**

- A. Single-cell RNA-seq (scRNA-seq) data of fibroblasts from control (blue) and IPF (red) lungs projected on the first two principal components (left panel). Cells are colored by their density score, defined by the average expression of landmark density dependent genes (middle panel). POSTN is highly expressed in cells with high density scores (right panel).
- B. Same as A but with fibroblasts from COPD lungs in orange (left panel), and expression of IGFBP5 (right panel).

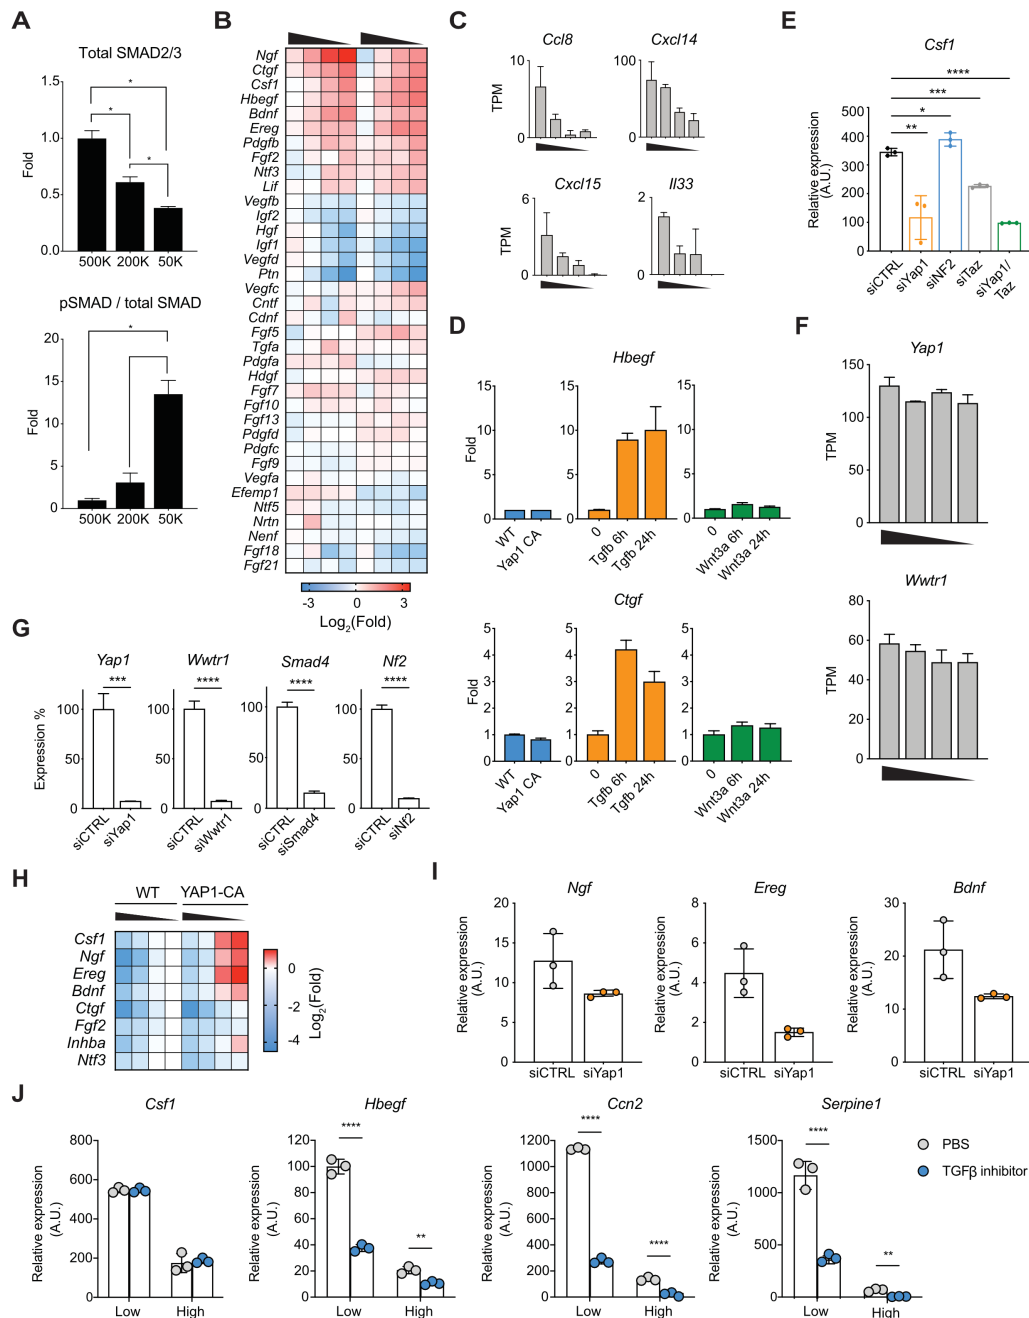

**Figure S3. YAP1-dependent control of growth factor expression**

- Quantification of total Smad2/3 proteins, and the ratio between phosphorylated and unphosphorylated SMAD proteins at different MEF densities as measured by Western blot. Cells were analyzed after overnight culture at the specified cell densities.
- Heatmap showing the expression of growth factors in MEFs at different densities. Growth factors with TPM > 5 are shown.
- Expression of chemokines and cytokines significantly regulated by density (high to low density).
- Hbegf* and *Ctgf* expression in Yap<sup>CA</sup> MEFs plated overnight, or MEFs treated with recombinant Tgfb or Wnt3a for 6 or 24 hours.

- E. *Csf1* expression in MEFs 3 days after transduction with siRNAs targeting *Yap1*, *NF2*, or *Wwtr1* (*Taz*) alone, *Yap1* and *Wwtr1z* together, or scrambled control siRNA (siCTRL).
- F. *Yap1* and *Wwtr1* expression in MEFs plated at decreasing cell densities, calculated as TPM from RNAseq data.
- G. siRNA knock-down of *Yap1*, *Taz*, *NF2* and *Smad4* 3 days after siRNA transduction.
- H. Heatmap showing RT-qPCR quantified expression of selected growth factors at different cell densities in control and *Yap<sup>CA</sup>* MEFs.
- I. RNA expression of *Ngf*, *Ereg*, and *Bdnf* 3 days after transduction with siRNAs targeting *Yap1*.
- J. RNA expression in MEFs cultured at low or high density after 4 hours treatment with 1uM TGF- $\beta$  inhibitor, LY364947.

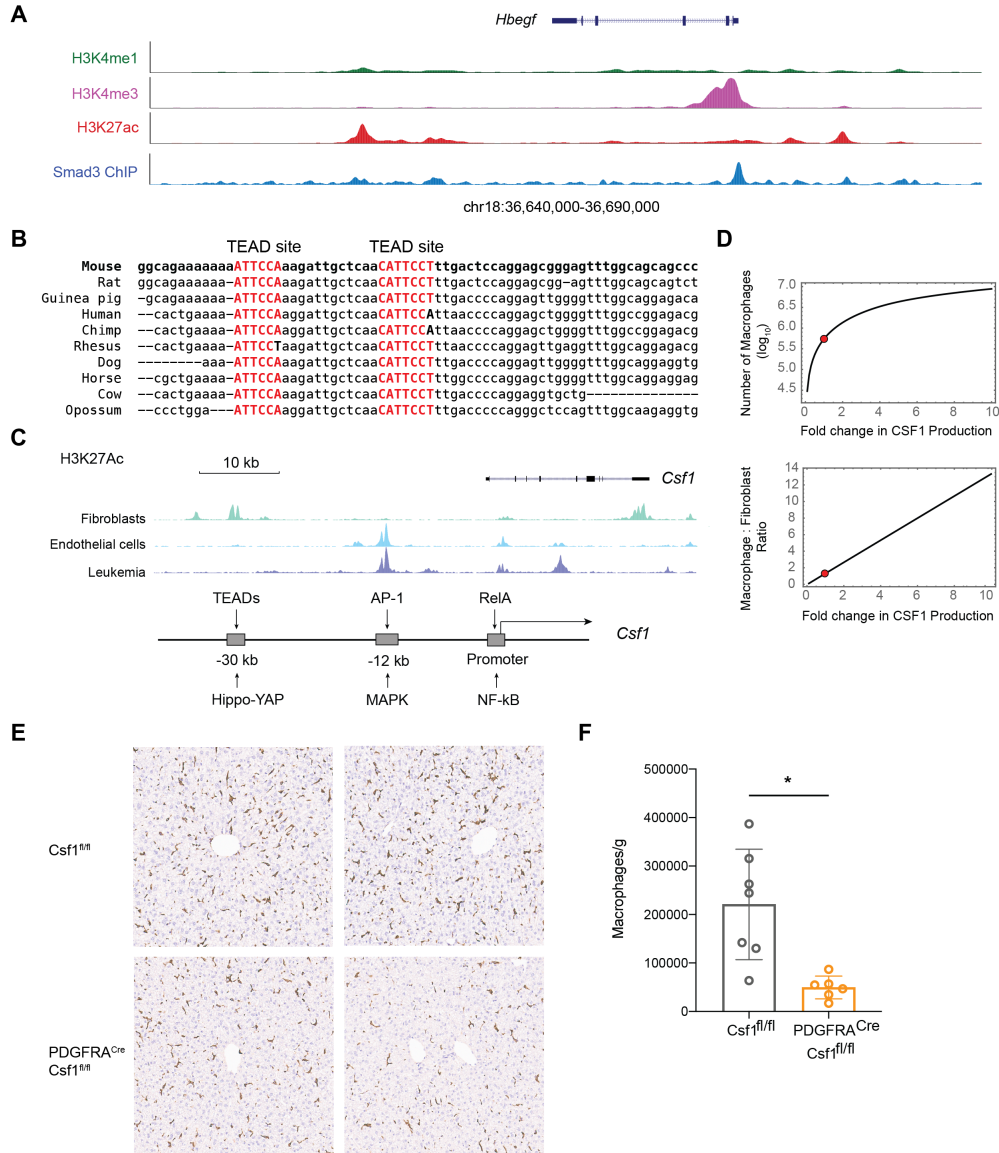

**Figure S4. Regulatory elements at the *Csf1* and *Hbegf* loci and control of macrophage numbers by stromal cells**

- Genomic tracks displaying ChIP-seq of histone modifications (H3K27ac, H3K4me1, and H3K4me3) and Smad3 binding at *Hbegf* gene locus in MEFs.
- Alignment of genomic sequences within *Csf1* enhancer showing conservation of TEAD binding sequences among mammalian species.
- ChIP-seq tracks of H3K27ac in human cells (top) and illustration of enhancers and promoter at *Csf1* locus. H3K27ac data were obtained from the human ENCODE project. Diagram illustrates the known signals that regulate *Csf1* expression (bottom).
- Cell circuit modeling prediction of macrophage numbers and macrophage to fibroblast ratios as a function of CSF1 production rate. The red circles mark the data measured using wild type cells.
- Representative immunofluorescence images of F4/80 staining (brown) in liver sections of *Csf1<sup>fl/fl</sup>* and *Pdgfra<sup>Cre</sup>Csf1<sup>fl/fl</sup>* mice.
- Number of liver macrophages in *Csf1<sup>fl/fl</sup>* and *Pdgfra<sup>Cre</sup>Csf1<sup>fl/fl</sup>* mice per gram of liver tissue. Cells are gated on live CD45<sup>+</sup>CD64<sup>+</sup>MerTK<sup>+</sup> cells.

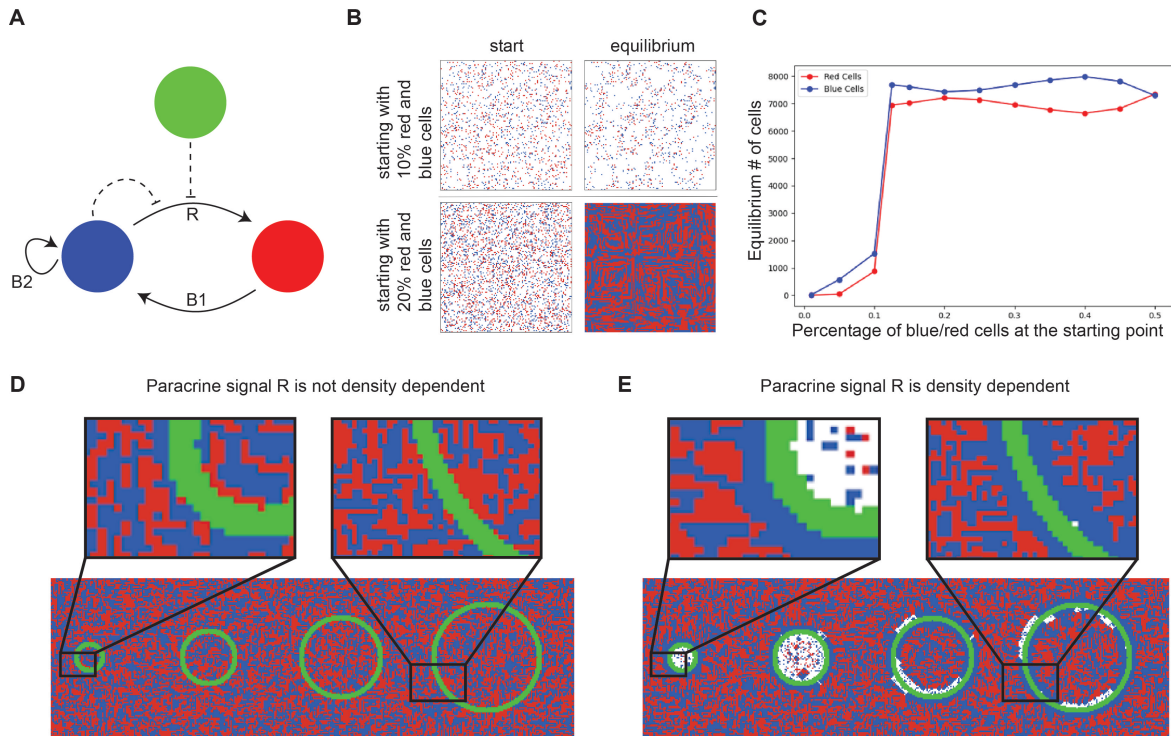

**Figure S5. Agent-based model of the macrophage-fibroblast cell circuit reveals impact on spatial organization.**

- A. Schematics of agent-based modeling describing the interactions between MPs and FBs. Blue cells, FBs; red cells, MPs; lime cells, “inert” cells.
- B. Representative simulation of the two-cell circuit in 2D. Two snapshots were taken at the start and at equilibrium for each simulation, at initial conditions with low cell density (upper panels) and high cell density (lower panels).
- C. Graph showing the steady-state cell number as function of the initial density of blue and red cells.
- D, E. Representative images of simulation with a third cell type, without (D) and with (E) density-dependent regulation of paracrine growth factor  $R$ . Lime, inert cells or non-cell structure.

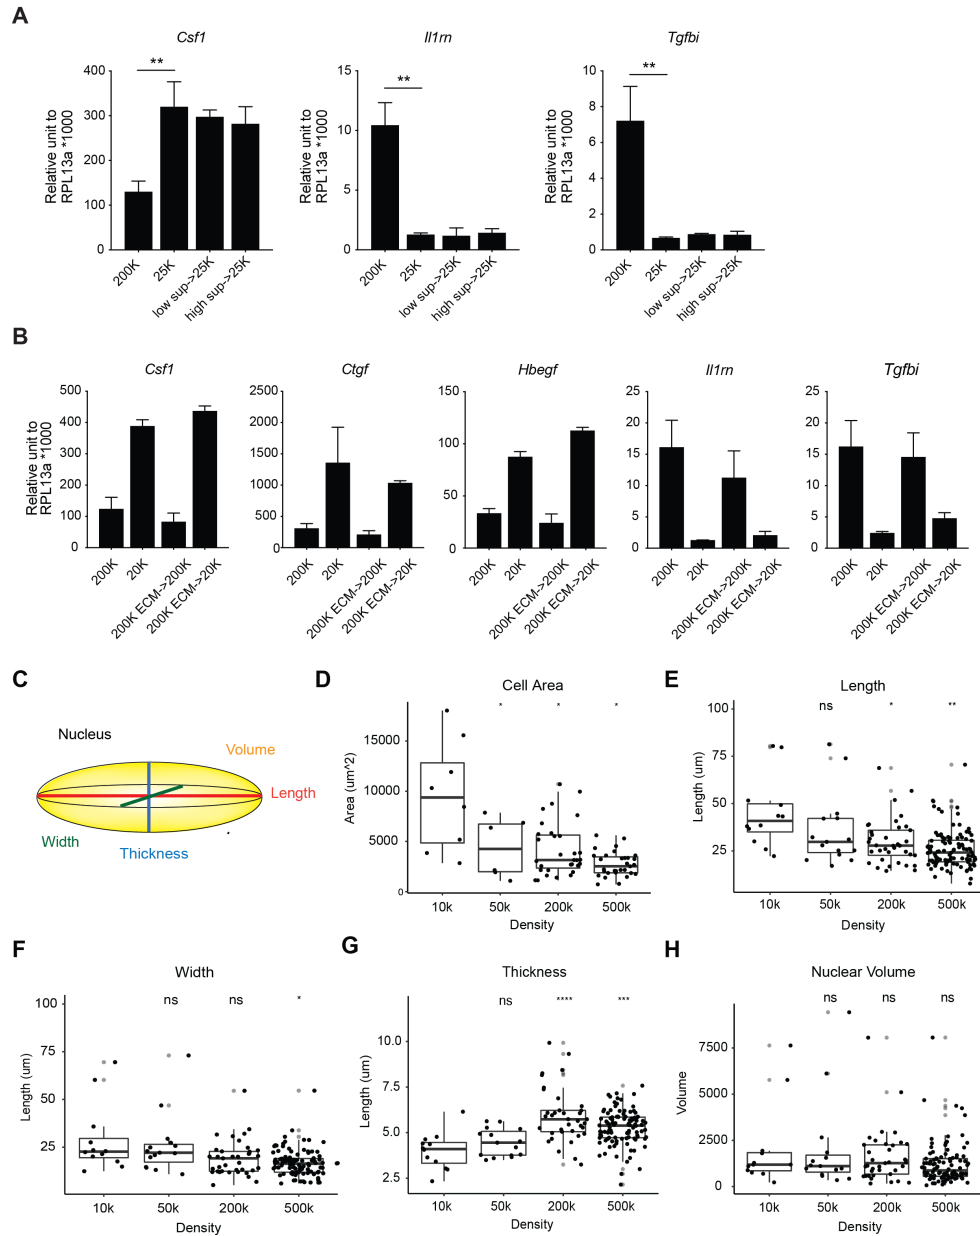

**Figure S6. Cellular mechanisms controlling density-dependent expression programs**

- A. Expression of growth factors in MEFs plated at low or high density and cultured overnight in conditioned supernatant. Two-tailed t-test was applied to all statistical analyses, \* $p < 0.05$ , \*\* $p < 0.01$ .
- B. Expression of growth factors in MEFs plated on decellularized extracellular matrix from low or high density cell cultures.
- C. Graphical representation of the measurements for size and shape of nuclei.
- D-H. Quantification of cross-sectional cell area (D), length (E), width (F), thickness (G) and volume (H) of nuclei. Nuclear length is measured as the longest axis of the nucleus and nuclear width is quantified along the axis perpendicular to nuclear length in the xy plane. Nuclear thickness is defined as the shortest axis of the nucleus, typically along the z axis. Each point represents one nucleus. Statistical significance is performed with Wilcoxon t test. ns  $p > 0.05$ , \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

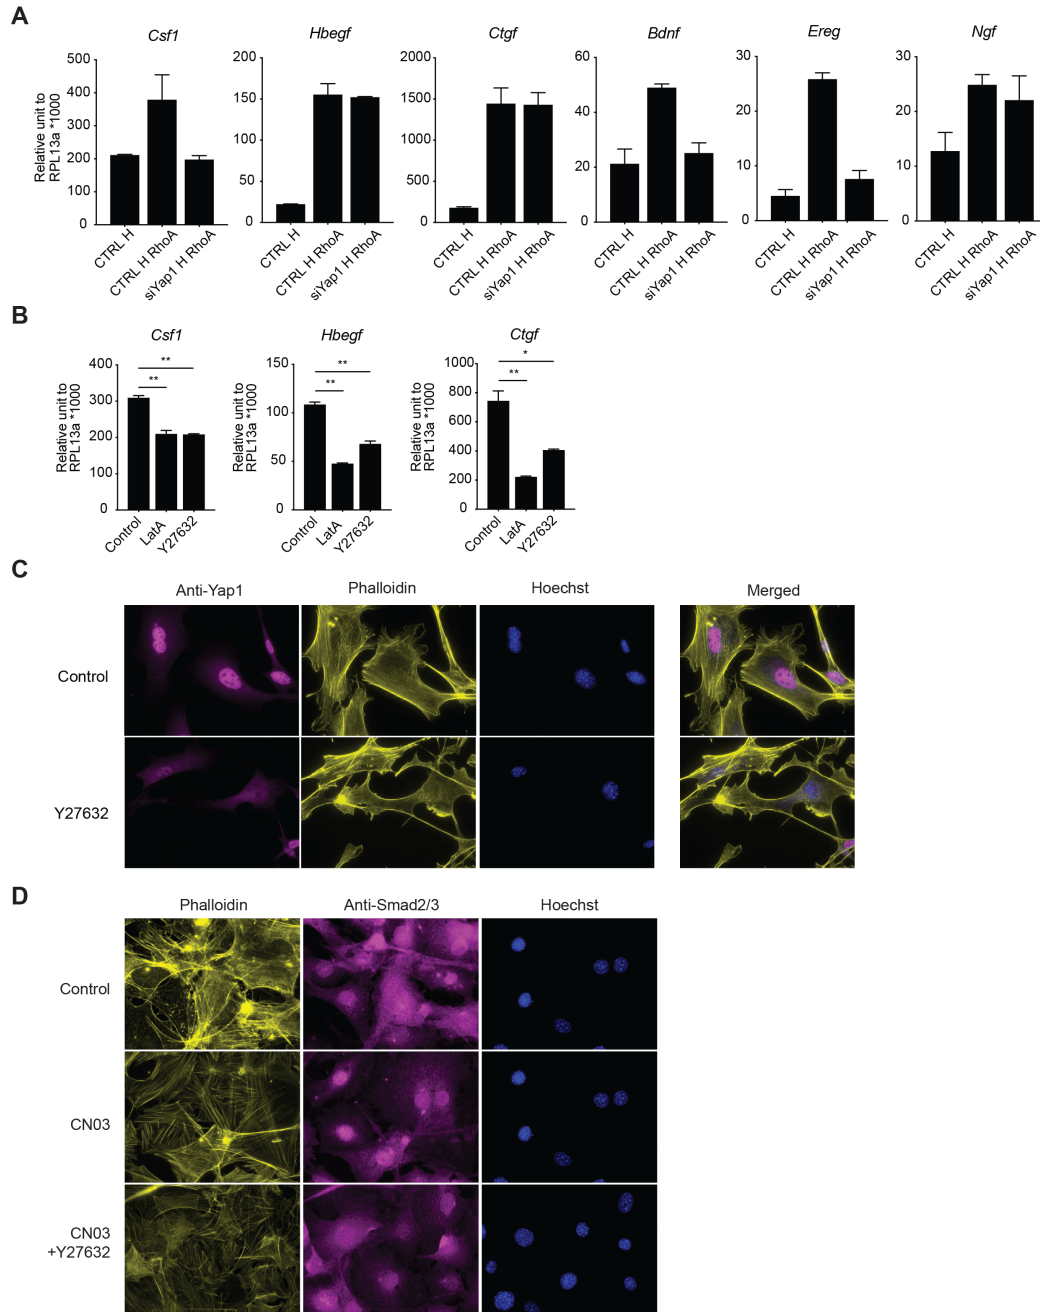

**Figure S7. Actin-dependent mechanisms regulate activation of YAP1 and SMADs**

- Growth factor expression in MEFs plated at high cell density after treatment with RhoA activator (CN03 peptide) for 4 hours with or without 3 day transduction with siRNA targeting *Yap1* prior to peptide treatment.
- Expression of growth factors in MEFs treated with Latrunculin A (LatA) or ROCK inhibitor (Y27632) for 4 hours.
- Localization of YAP1 in MEFs plated at low density (equivalent to 50,000/well) and treated with Y27632 for 4 hours.
- Localization of SMAD proteins (total Smad2/3) in MEFs plated at high cell density (equivalent to 500,000/well) and treated with RhoA activator (CN03 peptide) or RhoA activator in combination with ROCK inhibitor for 4 hours.

## SI References

1. C. M. Glen, M. L. Kemp, E. O. Voit, Agent-based modeling of morphogenetic systems: Advantages and challenges. *PLOS Computational Biology* **15**, e1006577 (2019).
2. U. Wilensky, W. Rand, An introduction to agent-based modeling Modeling Natural, Social, and Engineered Complex Systems with NetLogo. *Agent analyst*, 1e30 (2013).
3. X. Zhou, *et al.*, Circuit Design Features of a Stable Two-Cell System. *Cell* **172**, 744-757.e17 (2018).
4. M. Adler, *et al.*, Endocytosis as a stabilizing mechanism for tissue homeostasis. *Proceedings of the National Academy of Sciences* **115**, E1926–E1935 (2018).
5. J. Schindelin, *et al.*, Fiji: An open-source platform for biological-image analysis. *Nature Methods* **9**, 676–682 (2012).
6. H. Pimentel, N. L. Bray, S. Puente, P. Melsted, L. Pachter, Differential analysis of RNA-seq incorporating quantification uncertainty. *Nature Methods* **14** (2017).
7. T. S. Adams, *et al.*, Single-cell RNA-seq reveals ectopic and aberrant lung-resident cell populations in idiopathic pulmonary fibrosis. *Science Advances* **6** (2020).
8. J. Breda, M. Zavolan, E. van Nimwegen, Bayesian inference of the gene expression states of single cells from scRNA-seq data. *bioRxiv*, 2019.12.28.889956 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

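The data are RNA-seq libraries of mouse embryonic fibroblasts, 1 from control cells and 1 from each of 6 stress conditions, with 7 libraries in all. The authors aligned the reads with Kallisto at default settings to all cDNA transcripts of GRCm38 (Ensembl release 90), and deposited TPM summed over the transcripts of each gene. The deposited TPM are shares of each library and hold no read counts, so the sequencing depth is unknown and no interval from counting error can be given. Samples were mapped to conditions from their labels and from the treatments in the SI Appendix. The other experiments of the paper are not analysed here.

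From the deposited TPM, log2(TPM + 1) was computed, and the control value was subtracted to give a log2 change. The pseudocount of 1 TPM and the 2-fold rule are those of the SI Appendix. Genes with a mean of at least 2 TPM over the 7 libraries were kept, which left 12909 of 49382 genes. Growth factors came from a list of 120 genes written by gene family that includes every gene of Fig. 6C and Fig. S3B, since the paper's text does not name the list it used. A symbol on more than 1 row was counted once among the growth factors. Correlations are Pearson r across genes, averaged over the 6 pairs among oxidative stress, ER stress, glucose depletion and glutamine depletion and over the other 9 pairs. Their intervals are 95% bootstrap intervals over genes (2000 resamples, or 200 for all genes and protein-coding genes), which describe the spread over genes and not between cultures. Lists were compared with 10000 random lists matched on mean expression in 20 bins. Unchanged libraries against 1 control were simulated 100 times, with the spread of each expression bin taken from the glucose depletion library and equal in all libraries.

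The growth factor list, 12 marker lists, the settings, the alternatives and the rule for named genes were fixed before the data were examined. The growth factor list still draws on the same data through the paper, since 38 of its 64 kept genes are those of Fig. 6C. The marker lists cover targets of HIF, the unfolded protein response, ATF4, NRF2, the heat shock response, NFAT5 (with Nfat5 itself), MondoA, YAP1, TGF-beta, ERK and AP-1, the cell cycle and macrophages. The rule names the 11 growth factors in the paper's text, other genes of Fig. 6C that go against the panel or change most, Csf1, marker genes, and the 3 genes that rose and the 3 that fell most in each condition. Growth factors outside Fig. 6C that are named in the text, namely Il34 and Clcf1, were chosen after their values were seen. The alternatives were pseudocounts of 0.1 and 5 TPM, no expression filter or a mean of at least 10 TPM, centring on the median of all genes, removal of mitochondrially encoded genes, thresholds of 1.5-fold and 3-fold, the growth factors of Fig. 6C or Fig. S3B alone, Spearman rho, and another library than the control as the reference of the second condition. The restriction to protein-coding genes, and Spearman rho or a mean of at least 10 TPM together with another reference, were added after seeing the data.

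Gene types and locations came from GENCODE M21 on GRCm38, matched by Ensembl identifier, with 125 of the kept genes unmatched and counted as not protein-coding. The steps were tested on simulated data, in which 100% of 200 genes changed by 4-fold and 0.0446% of 12709 unchanged genes were counted as changed by more than 2-fold, and the mean r of unchanged libraries was 0.500 against a shared control and 0.000608 against separate references. These simulated libraries differed by an SD of 0.2 log2 units, so the share of unchanged genes is a test of the scripts and no rate of false calls in the deposited libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.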

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

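The tests in this part were chosen after the results were seen, apart from the comparison with matched random lists and the alternative pseudocount. The marker lists themselves were written before. Of 72 combinations of a list with a condition, 35 lay outside the central 95% of matched random lists, where chance gives 3.6. Those given here also passed 2-fold and belong to a list written for no treatment or for another one. The paper does not report on these genes in the stress conditions, apart from the general response of the transcriptome.

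The 10 targets of ERK and AP-1 had a median log2 change of 1.50 in oxidative stress and 1.37 in glutamine depletion, with all 10 genes up in both and 8 of them by more than 2-fold. A shift of all genes through the composition of the libraries would move matched lists as far, and the upper end of their central 95% was 0.11 and 0.16. A low value of these genes in the control library would raise them in every condition, and their median in hypoxia was -0.0940. Their medians were positive in glucose depletion (0.24), ER stress (0.43) and osmotic stress (0.65). The matched lists argue against a shift of all genes, and the hypoxia median against a low control value as the whole source. A part from the control library stays open. The change of the single library of each treatment through handling or culture stays open, as does a response to the treatments, and without replicates neither was tested.

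The 8 cell cycle genes had a median log2 change of -1.04 in ER stress, with 6 of them down by more than 2-fold. With a pseudocount of 5 TPM the median was -0.91 and 3 were down by more than 2-fold, so its place past 2-fold depends on the pseudocount. With 1 TPM, matched lists reached -0.50 at the lower end of their central 95%, which argues against a shift of all genes. A high value in the control library would lower the list in every condition, and the list stood at 0.0552 in glucose depletion. Its medians in oxidative stress, hypoxia, glutamine depletion and osmotic stress were negative, at -0.44, -0.26, -0.23 and -0.18. A high control value is argued against as the whole source, while a part from it stays open. A slower cell cycle in thapsigargin and a difference in the state of that 1 culture both remain open.

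The 2 MondoA targets, Txnip and Arrdc4, had a median log2 change of 1.34 in ER stress and -1.74 in osmotic stress. The first lay at the 98.0 percentile and the second at the 1.91 percentile of random pairs of genes. Percentiles this far out are reached by chance in lists of 2 genes when 72 combinations are looked at, so chance and a response to these treatments cannot be told apart with 2 genes and 1 library each. In osmotic stress the value rested on Txnip, at -3.12, while Arrdc4 was at -0.36.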

How the results depend on the processing

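The mean r of the growth factors over the 6 pairs was between 0.284 and 0.583 under all alternatives, and that over the other 9 pairs between 0.0655 and 0.128, so the order of the 2 groups of pairs held in each alternative that gives both. No growth factor passed the threshold in the same direction in all 4 conditions except at 1.5-fold. Without mitochondrially encoded genes, no count moved by more than 1.5 times and no mean correlation left its bootstrap interval over genes. The values that moved by more than this are given by alternative, and the cause was not tested except where a threshold, a filter or a shorter list itself sets the count.

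With a pseudocount of 0.1 TPM, the number of growth factors past the threshold was 4 in glucose depletion and 9 in osmotic stress. The mean correlation of all genes over the 6 pairs was 0.448. Their mean over the other 9 pairs was 0.428. With a pseudocount of 5 TPM, the number of growth factors past the threshold was 0 in glucose depletion, 15 in ER stress and 1 in hypoxia. The number of all genes past it was 580 in oxidative stress, 337 in glucose depletion, 432 in glutamine depletion, 1527 in ER stress, 667 in osmotic stress and 501 in hypoxia. The mean correlation of all genes over the 6 pairs was 0.377. Their mean over the other 9 pairs was 0.323. Without the expression filter, the number of growth factors past the threshold was 3 in glucose depletion. The number of all genes past it was 1914 in oxidative stress, 1210 in glucose depletion, 1457 in glutamine depletion, 2451 in osmotic stress and 1530 in hypoxia. Among genes with a mean of at least 10 TPM, the number of growth factors past the threshold was 12 in oxidative stress and 3 in hypoxia. The number of all genes past it was 482 in oxidative stress, 158 in glucose depletion, 356 in glutamine depletion, 1511 in ER stress, 592 in osmotic stress and 307 in hypoxia. The mean correlation of all genes over the 6 pairs was 0.366. Their mean over the other 9 pairs was 0.313. After centring on the median of all genes, the number of growth factors past the threshold was 7 in osmotic stress. At a 1.5-fold threshold, the number of growth factors past the threshold was 12 in glucose depletion, 27 in glutamine depletion, 39 in ER stress, 14 in osmotic stress and 11 in hypoxia. The number of all genes past it was 3031 in oxidative stress, 1252 in glucose depletion, 2338 in glutamine depletion, 5193 in ER stress, 3369 in osmotic stress and 1979 in hypoxia. The number of growth factors past the threshold in the same direction in all 4 conditions was 1. At a 3-fold threshold, the number of growth factors past the threshold was 12 in oxidative stress, 0 in glucose depletion, 9 in glutamine depletion, 14 in ER stress, 1 in osmotic stress and 1 in hypoxia. The number of all genes past it was 504 in oxidative stress, 372 in glutamine depletion, 993 in ER stress, 648 in osmotic stress and 463 in hypoxia. For the growth factors of Fig. 6C alone, the number of growth factors past the threshold was 3 in hypoxia. For the growth factors of Fig. S3B alone, the number of growth factors past the threshold was 10 in oxidative stress, 0 in glucose depletion and 11 in ER stress. The number in the same direction in all 4 conditions without a threshold was 11. With Spearman rho, the mean correlation of all genes over the 6 pairs was 0.343. Their mean over the other 9 pairs was 0.223. With the second condition against the hypoxia library, the mean correlation of all genes over the 6 pairs was 0.0507. With the second condition against the osmotic stress library, the mean r of the growth factors over the 6 pairs was 0.310. The mean correlation of all genes over the 6 pairs was 0.0235. With Spearman rho and the second condition against the osmotic stress library, chosen together after seeing the data, the mean r of the growth factors over the 6 pairs was 0.284. For protein-coding genes only, an alternative chosen after seeing the data, the number past the 2-fold threshold was 593 in oxidative stress, 118 in glucose depletion, 425 in glutamine depletion, 990 in osmotic stress and 333 in hypoxia. The mean correlation over the 6 pairs was 0.362. Their mean over the other 9 pairs was 0.221.

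The split between increases and decreases in oxidative stress also moved with the scaling, from 508 up and 626 down to 613 and 413 after centring, for all genes, and from 14 and 5 to 14 and 1 for growth factors. For all genes it moved in glutamine depletion from 414 and 414 to 476 and 319, and in osmotic stress from 397 and 1131 to 470 and 914. In hypoxia the growth factors went from 2 up and 3 down to 3 and 2.

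Of 288 values of single genes under an alternative, 279 kept their direction and side of 2-fold, 6 fell under it, 2 passed it and 1 changed direction. Of 396 medians of marker lists, 388 kept both, 1 fell under 2-fold, 1 passed it and 6 changed direction. The changes of direction were those of values near 0, namely osmotic response (NFAT5 list) in ER stress (0.20 log2, no expression filter), hypoxia response (HIF targets) in ER stress (0.14 log2, mean of at least 10 TPM), osmotic response (NFAT5 list) in ER stress (0.20 log2, mean of at least 10 TPM), Pdgfd in osmotic stress (0.12 log2, centred on the median of all genes), unfolded protein response in osmotic stress (0.0180 log2, centred on the median of all genes), glucose sensing (MondoA targets) in oxidative stress (0.0183 log2, centred on the median of all genes) and osmotic response (NFAT5 list) in ER stress (0.18 log2, without mitochondrially encoded genes), and the cause was not tested. No paired analysis was possible because each condition has 1 library. The depth is unknown, so it is also unknown how far counting error limits genes of low expression.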

Differences from the paper's values

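The paper's figures were read by matching colours and bar heights against their scales, and correlations within 0.1 and log2 changes within 1 of the reading were not counted as different unless the sign differed. These tolerances were set after the data were seen. The one for log2 changes was widened because different ways of reading the colours of Fig. 6C gave different values. The colour scale of Fig. 6B is capped, so correlations above its top cannot be read. The counts of values that differ, and the distances between columns and libraries, carry no estimate of this reading error. The growth factors behind Fig. 6A are not the list used here, and its bars total more genes than the 64 counted. In Fig. 6A, read by eye, the paper's glutamine depletion bar shows about 24 growth factors up, against 15 here. The alternatives that came within 1.5 times were a pseudocount of 0.1 TPM (16), no expression filter (17), centring on the median of all genes (18) and a 1.5-fold threshold (21), and the others did not. The paper's bar shows about 15 down, against 0 here, and none of the alternatives set before the data were examined closed that gap. For glucose depletion the paper's Fig. 6A shows about 3 up, read by eye, against 1 here, and a pseudocount of 0.1 TPM and no expression filter each gave 3. For hypoxia it shows about 6 up, read by eye, against 2 here, with 4 for a pseudocount of 0.1 TPM and for no expression filter and 5 at a 1.5-fold threshold. The other alternatives did not close these gaps.

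In Fig. 6B, read by eye, the following correlations of the paper differ. Oxidative stress and glucose depletion have an r of about 0.75 over growth factors in the paper's Fig. 6B, against 0.513 here. The alternatives that came within the tolerance were growth factors of Fig. S3B alone (0.730). Oxidative stress and hypoxia have an r of about 0.05 over growth factors in the paper's Fig. 6B, against -0.0674 here. Under pseudocount 0.1 TPM (-0.0382), growth factors of Fig. 6C alone (-0.0180) and growth factors of Fig. S3B alone (-0.0138) the values lay within 0.1 of the reading with the opposite sign, and no alternative came within the tolerance with the same sign. Glucose depletion and ER stress have an r of about 0.6 over growth factors in the paper's Fig. 6B, against 0.216 here. No alternative came within the tolerance. Glutamine depletion and ER stress have an r of about 0.65 over growth factors in the paper's Fig. 6B, against 0.284 here. No alternative came within the tolerance. Glutamine depletion and hypoxia have an r of about 0.1 over growth factors in the paper's Fig. 6B, against -0.118 here. No alternative came within the tolerance. ER stress and hypoxia have an r of about 0 over growth factors in the paper's Fig. 6B, against 0.134 here. The alternatives that came within the tolerance were pseudocount 5 TPM (0.0424), mean of at least 10 TPM (-0.0944) and second condition against osmotic stress (0.0578). Osmotic stress and hypoxia have an r of about 0.2 over growth factors in the paper's Fig. 6B, against -0.0994 here. The alternatives that came within the tolerance were Spearman rho (0.101). Oxidative stress and glucose depletion have an r of about 0.55 over all genes in the paper's Fig. 6B, against 0.405 here. No alternative came within the tolerance. Glucose depletion and osmotic stress have an r of about 0.5 over all genes in the paper's Fig. 6B, against 0.389 here. The alternatives that came within the tolerance were pseudocount 0.1 TPM (0.439) and no expression filter (0.402). Among genes that are not protein-coding, a set chosen after seeing the values, the last of these was 0.483.

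Of the 66 log2 changes of the 11 genes named in the text that were read by eye from Fig. 6C, 22 differ. In glucose depletion, the paper's log2 change of Ctgf is about 1.5 in Fig. 6C against 0.19 here, the paper's log2 change of Vegfa is about 2 in Fig. 6C against 0.39 here, the paper's log2 change of Hbegf is about 2.5 in Fig. 6C against 0.69 here, the paper's log2 change of Lif is about 3 in Fig. 6C against 0.86 here, the paper's log2 change of Gdf15 is about 1 in Fig. 6C against -0.61 here, the paper's log2 change of Il11 is about 3.5 in Fig. 6C against 1.32 here, the paper's log2 change of Areg is about 1.5 in Fig. 6C against 0.0779 here and the paper's log2 change of Bmp4 is about -2 in Fig. 6C against -0.44 here. In glutamine depletion, the paper's log2 change of Gdf15 is about 3 in Fig. 6C against -0.27 here, the paper's log2 change of Areg is about 3.5 in Fig. 6C against 1.44 here, the paper's log2 change of Bmp4 is about -2.5 in Fig. 6C against -0.91 here, the paper's log2 change of Vegfd is about -2.5 in Fig. 6C against -0.25 here, the paper's log2 change of Hgf is about -1.5 in Fig. 6C against 0.17 here and the paper's log2 change of Pdgfd is about -2 in Fig. 6C against -0.30 here. In ER stress, the paper's log2 change of Ctgf is about 1 in Fig. 6C against -0.91 here, the paper's log2 change of Hbegf is about 2 in Fig. 6C against 0.44 here, the paper's log2 change of Lif is about 4 in Fig. 6C against 0.84 here and the paper's log2 change of Il11 is about 1.5 in Fig. 6C against 0.47 here. In osmotic stress, the paper's log2 change of Ctgf is about -1.5 in Fig. 6C against -0.17 here, the paper's log2 change of Hbegf is about -1 in Fig. 6C against 0.79 here, the paper's log2 change of Gdf15 is about -0.5 in Fig. 6C against 0.41 here and the paper's log2 change of Bmp4 is about -1 in Fig. 6C against 0.12 here. With a pseudocount of 0.1 TPM the value of Il11 in ER stress was 0.59, which is within the tolerance. The values of Gdf15 in osmotic stress lie within 1 of each other and differ in sign. None of the other values that differ came within the tolerance with the same sign under the alternatives set before the data were examined.

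Averaged over these 11 genes, the readings of the oxidative stress column differ from the oxidative stress library by 0.29 log2 units, and those of the hypoxia column from the hypoxia library by 0.14. The glucose depletion column differs from the glucose depletion library by 1.33 and from the glutamine depletion library by 0.37. The glutamine depletion column differs from its own library by 1.41, and the nearest library was that of oxidative stress at 1.20. In the glucose depletion column of Fig. 6C about 6 of the 11 genes are read as past 2-fold up, more than the about 3 of all growth factors in the paper's bar in Fig. 6A. The ER stress column differs from its library by 0.87 and the osmotic stress column from its library by 0.62.

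The paper names Gdf15 and Ctgf among the commonly induced growth factors. Here Gdf15 was lower than in the control in glucose depletion (-0.61) and glutamine depletion (-0.27), and Ctgf was lower in ER stress (-0.91). The paper names Hgf among the commonly repressed ones, and here it was higher in glutamine depletion (0.17). In glucose depletion Hgf was at 0.06, which does not differ from the reading of about 0 in Fig. 6C. The paper describes the overall responses as poorly correlated in contrast to growth factors. Against the shared control the mean r over the 6 pairs was 0.414 for all genes and 0.490 for growth factors. Simulated unchanged libraries gave 0.500 and 0.498, values that follow from giving all libraries the same spread. The contrast was larger, in the paper's direction, with the second condition against the hypoxia library (0.0507 and 0.408) or the osmotic stress library (0.0235 and 0.310).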

Other observations

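The tests in this part were all chosen after the correlations were seen, apart from the matched lists and the single alternatives to the pseudocount, filter, correlation and reference.

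Genes that are not protein-coding had a mean r of 0.467 over the 6 pairs and 0.474 over the other 9, close to the simulated 0.500 of unchanged libraries. With the second condition against the hypoxia library, the mean over the 6 pairs was 0.00355 (-0.0361 to 0.0416). This is consistent with chance values of the shared control library as the source of their correlation. For protein-coding genes the same step gave 0.128 (0.109 to 0.147), and a lower 0.0766 (0.0531 to 0.0971) with the osmotic stress library. Both values argue against the shared control as the whole source there. The standard deviation of the log2 changes was between 1.57 and 2.00 among the 1604 genes that are not protein-coding and between 0.327 and 0.798 among protein-coding genes. They also filled 31 of the 36 places among the 3 genes that rose and the 3 that fell most in each condition, such as Gm10335, Gm10132, Gm4617 and Rpl38-ps2, which are pseudogenes. No biological explanation was tested.

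Of the 55 genes that changed by more than 2-fold in the same direction in all 6 conditions, 52 are not protein-coding. 23 genes were at 10 TPM or more in the control and under 2 TPM in each of the 6 other libraries, most of them short RNAs such as Mir27a, at 25.5 TPM in the control and listed at 0 in the others. These genes were named after their values were seen.

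The correlation of growth factors over the 6 pairs is not accounted for by the shared control alone, since it was 0.408 with the second condition against the hypoxia library. It does not rest only on a few growth factors with large changes, since the mean Spearman rho against that library was 0.392 (0.240 to 0.536), nor only on growth factors of low expression, since the mean r against it was 0.520 (0.341 to 0.678) among the 41 with a mean of at least 10 TPM. With the osmotic stress library the 2 values were 0.284 and 0.371. Whether growth factors stand apart from other protein-coding genes stays open. Their mean r lay at the 94.7 percentile of 10000 matched lists of protein-coding genes. By 3 other measures they lay further out, at the 99.1 percentile for the difference between the 6 and the other 9 pairs, 99.6 with the hypoxia library and 98.3 with the osmotic stress library as the second reference. These percentiles describe 7 libraries and are no test between conditions. They also favour growth factors, because the paper singled out the 6 pairs by growth factor correlations in the same data. The list, too, holds the genes of Fig. 6C. The pair with the highest r among growth factors, oxidative stress and glutamine depletion, was also the highest among protein-coding genes, at 0.619.

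A hypothesis for the induced growth factors is that they follow ERK and AP-1 activity. The 20 genes of the up-regulated panel of Fig. 6C, which the study picked from these conditions, had a median log2 change of 1.49 in oxidative stress, 1.46 in glutamine depletion, 0.59 in ER stress, 0.36 in glucose depletion and -0.07 in hypoxia. The ERK and AP-1 list was at 0.43, 0.24 and -0.09 in ER stress, glucose depletion and hypoxia. In osmotic stress the list rose by 0.65 while the growth factors were at 0.0674, which the hypothesis does not give, though 3 of the 20 rose by more than 2-fold there. With 6 libraries that share a control, the hypothesis can be neither excluded nor upheld.

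Other medians outside the central 95% of matched lists were below 2-fold. The NRF2 targets were at 0.98 in ER stress. The TGF-beta targets were at 0.74 in glutamine depletion, 0.60 in oxidative stress and 0.32 in glucose depletion. The ERK and AP-1 targets were at 0.65 in osmotic stress and 0.24 in glucose depletion. The YAP1 targets, 2 of which are growth factors, were at 0.53 in glutamine depletion, -0.46 in hypoxia, -0.36 in oxidative stress and 0.17 in glucose depletion. The unfolded protein response genes were at -0.51 in oxidative stress, 0.46 in glucose depletion and -0.35 in glutamine depletion. The heat shock genes were at 0.48 in osmotic stress. The cell cycle genes were at -0.44 in oxidative stress. The ATF4 targets were at 0.35 in hypoxia, -0.26 in osmotic stress, 0.25 in oxidative stress and -0.18 in glucose depletion. The NFAT5 list genes were at 0.33 in oxidative stress and -0.27 in glucose depletion. The HIF targets were at 0.30 in glucose depletion. The causes of these smaller medians were not tested. Of the 7 macrophage genes 1 passed the expression filter, Cd68, at 7.21 TPM in the control and with a largest log2 change of 0.39.

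In Fig. 6C the glucose depletion column lies nearer to the glutamine depletion library, at a mean distance of 0.37 log2 units over the 11 genes named in the text, than to the library labelled glucose depletion, at 1.33. An exchange of the labels of the 2 libraries would put the glutamine depletion column near the library labelled glucose depletion. Its distance from that library was 2.37, against 1.41 from its own. The difference was 0.964 (0.444 to 1.49, bootstrap over the genes, without reading error), which argues against an exchange. Another labelling of the panel or of the libraries stays open, because the glutamine depletion column lies more than 1 log2 unit from every library. It would change what the values given for these 2 conditions mean, and they are given here under the deposited labels. Several values go with the deposited labels of the libraries. Txnip and Arrdc4 had medians of -1.78 in the library labelled glucose depletion and 0.18 in that labelled glutamine depletion, and a lack of glucose lowers MondoA targets, though Txnip also fell in osmotic stress. The unfolded protein response, which a lack of glucose can raise, was up in 8 of 9 genes in the first and 1 of 9 in the second. The bars of Fig. 6A, too, show few growth factors up in glucose depletion and many in glutamine depletion, as the libraries do with 1 and 15, and the glucose depletion column of Fig. 6C has more genes past 2-fold than the paper's own bar. With 1 library of each condition these values do not settle the labels.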
